# Influence of Varying Dietary ω6 to ω3 Fatty Acid Ratios on the Hepatic Transcriptome, and Association with Phenotypic Traits (Growth, Somatic Indices, and Tissue Lipid Composition), in Atlantic Salmon (*Salmo salar*)

**DOI:** 10.3390/biology10070578

**Published:** 2021-06-24

**Authors:** Tomer Katan, Xi Xue, Albert Caballero-Solares, Richard G. Taylor, Christopher C. Parrish, Matthew L. Rise

**Keywords:** hepatic transcript expression, lipid metabolism, salmon, microarray, omega-6/omega-3 ratio, nutrigenomics, fatty acids, liver, muscle

## Abstract

**Simple Summary:**

Plant oils are routinely used in fish feeds as a fish oil replacement. However, these terrestrial alternatives typically contain high levels of ω6 fatty acids (FA) and, thus, high ω6 to ω3 (ω6:ω3) FA ratios, which influence farmed fish and their consumers. The ω6:ω3 ratio is known to affect many biological processes (e.g., inflammation, FA metabolism) and human diseases; however, its impacts on fish physiology and the underlying molecular mechanisms are less well understood. In this study, we used 44 K microarrays to examine which genes and molecular pathways are altered by variation in dietary ω6:ω3 in Atlantic salmon. Our microarray study showed that several genes related to immune response, lipid metabolism, cell proliferation, and translation were differentially expressed between the two extreme ω6:ω3 dietary treatments. We also revealed that the PPARα activation-related transcript *helz2* is a potential novel molecular biomarker of tissue variation in ω6:ω3. Further, correlation analyses illustrated the relationships between liver transcript expression and tissue (liver, muscle) lipid composition, and other phenotypic traits in salmon fed low levels of fish oil. This nutrigenomic study enhanced the current understanding of Atlantic salmon gene expression response to varying dietary ω6:ω3.

**Abstract:**

The importance of dietary omega-6 to omega-3 (ω6:ω3) fatty acid (FA) ratios for human health has been extensively examined. However, its impact on fish physiology, and the underlying molecular mechanisms, are less well understood. This study investigated the influence of plant-based diets (12-week exposure) with varying ω6:ω3 (0.4–2.7) on the hepatic transcriptome of Atlantic salmon. Using 44 K microarray analysis, genes involved in immune and inflammatory response (*lect2a*, *itgb5*, *helz2a*, *p43*), lipid metabolism (*helz2a*), cell proliferation (*htra1b*), control of muscle and neuronal development (*mef2d*) and translation (*eif2a*, *eif4b1*, *p43*) were identified; these were differentially expressed between the two extreme ω6:ω3 dietary treatments (high ω6 vs. high ω3) at week 12. Eight out of 10 microarray-identified transcripts showed an agreement in the direction of expression fold-change between the microarray and qPCR studies. The PPARα activation-related transcript *helz2a* was confirmed by qPCR to be down-regulated by high ω6 diet compared with high ω3 diet. The transcript expression of two *helz2* paralogues was positively correlated with ω3, and negatively with ω6 FA in both liver and muscle, thus indicating their potential as biomarkers of tissue ω6:ω3 variation. *Mef2d* expression in liver was suppressed in the high ω6 compared to the balanced diet (ω6:ω3 of 2.7 and 0.9, respectively) fed fish, and showed negative correlations with ω6:ω3 in both tissues. The hepatic expression of two *lect2* paralogues was negatively correlated with viscerosomatic index, while *htra1b* correlated negatively with salmon weight gain and condition factor. Finally, *p43* and *eif2a* were positively correlated with liver Σω3, while these transcripts and *eif4b2* showed negative correlations with 18:2ω6 in the liver. This suggested that some aspects of protein synthesis were influenced by dietary ω6:ω3. In summary, this nutrigenomic study identified hepatic transcripts responsive to dietary variation in ω6:ω3, and relationships of transcript expression with tissue (liver, muscle) lipid composition and other phenotypic traits.

## 1. Introduction

Plant-based oils are commonly used in aquafeeds to replace fish oil (FO), due to decreasing global availability, rising market price, and concerns regarding the ecological sustainability of the finite fishery resources upon which FO production depends [1,2]. Indeed, plant oils (PO) were shown to be more economical and environmentally sustainable [3], and their inclusion as alternatives to FO in many experimental diets did not affect the growth and survival of farmed Atlantic salmon (*Salmo salar*) [4,5,6]. However, terrestrial oils are devoid of long-chain polyunsaturated fatty acids (LC-PUFA), such as eicosapentaenoic acid (EPA, 20:5ω3), docosahexaenoic acid (DHA, 22:6ω3), and arachidonic acid (ARA, 20:4ω6), which are abundant in FO. These LC-PUFA have important functions in vertebrate health, reproduction, neural development, and growth, among other biological processes [5,7]. This has resulted in decreased fillet EPA and DHA levels in farmed fish that were fed with PO as a partial or full replacement for FO, compromising their nutritional quality for human consumers [8,9,10]. Further, previous studies reported impacts on fish health and physiology with the dietary replacement of FO by PO (e.g., liver steatosis, altered complement pathway and phagocytic activity, and modulated expression of genes involved in immune response) [11,12,13,14,15]. Another concern is that most terrestrial oils used in aquafeeds, and the farmed seafood consuming them, may not provide adequate ratios of ω6 to ω3 (ω6:ω3) fatty acids (FA) due to high ω6 FA content [10,16,17,18]. Previous human nutrition studies reported that high dietary ω6:ω3 promotes the pathogenesis of many diseases, including cardiovascular, inflammatory, autoimmune, and cognitive diseases, as well as obesity and cancer [19,20,21,22]. An optimal ratio of ω6:ω3 is important for maintaining the homeostasis of many biological processes such as cell apoptosis, inflammation, fatty acid and cholesterol metabolism, and others [23,24,25]. However, the underlying molecular mechanisms are still poorly understood in fish, and it is not known which genes are involved in variation in dietary and tissue ω6:ω3 in salmon fed high levels of terrestrial-based oils.

A feeding trial was performed to examine the impact of five plant-based diets with varying ω6:ω3 on salmon growth, tissue (i.e., muscle, liver) lipid composition, liver LC-PUFA synthesis, and transcript expression (targeted qPCR) of lipid metabolism and eicosanoid synthesis-related genes [26]. The objective of our current study was to utilize a 44 K salmonid oligonucleotide microarray [27,28,29] for the examination of the impact of the two extreme ω6:ω3 diets (i.e., high ω6 and high ω3) on the hepatic transcriptome at week 12. We hypothesized that salmon fed the two diets with the most extreme lipid compositions (i.e., High ω3 and High ω6) would show the most extensive transcriptomic differences. The current study used the same fish as in Katan et al. [26]. The aim was to identify novel biomarker genes and molecular pathways that are altered by variation in ω6:ω3. To aid in the elucidation of the relationships between liver transcripts and phenotypic traits (i.e., growth parameters, somatic indices, tissue FA and lipid class composition), correlation analyses were also performed.

## 2. Materials and Methods

### 2.1. Fish and Experimental Diets

Five experimental diets with varying ratios of ω6:ω3 were formulated and manufactured by Cargill Innovation Center (Dirdal, Norway). The diets had ω6:ω3 of 1:3 (high ω3), 1:2 (medium ω3), 1:1 (balanced), 2:1 (medium ω6) and 3:1 (high ω6). Dietary formulations and their lipid composition were published previously [26]. However, as they pertain to the current study, the formulation and lipid profiles of the relevant diets (i.e., high ω3, balanced, and high ω6) are also included as supplementary material herein (Tables S1 and S2). All diets contained the same sources and equal levels of marine and plant proteins, but had different mixes of plant-based oils (i.e., linseed (flax), soy, and palm). All diets were formulated to be isonitrogenous and isoenergetic (Table S1), and to meet the nutritional requirements of salmonids [30].

Atlantic salmon pre-smolts were transported from Northern Harvest Sea Farms (Stephenville, NL, Canada) in October 2015, and held in the Dr. Joe Brown Aquatic Research Building (Ocean Sciences Centre, Memorial University of Newfoundland, St. John’s, NL, Canada) in 3800-L tanks. After their arrival, fish were graded in order to select the most uniform population, and this was followed by PIT (Passive Integrated Transponder; Easy AV, Avid Identification Systems, Norco, CA, USA)-tagging for individual identification. Then, post-smolts (203 ± 24 g mean initial weight ± SE) were randomly distributed into twenty 620-L tanks (40 fish tank^−1^), and subjected to a 2.5-week acclimation period. After the completion of the acclimation period, fish were switched from the commercial diet (Nutra Transfer NP, 3 mm, Skretting Canada, St. Andrews, NB, Canada), and fed with the experimental diets (4 tanks diet^−1^) for 12 weeks. The photoperiod was maintained at 24 h light. Fish were fed overnight using automatic feeders, and apparent feed intake was recorded throughout the trial. Mortalities were also recorded during the trial. For additional details regarding the rearing conditions and recordings, refer to Katan et al. [26].

### 2.2. Sample Collection

Growth performance parameters (e.g., fork-length, weight, organ indices) were measured at the beginning and the end of the 12-week feeding trial [26]. At the end of the trial, salmon were starved for 24 h, and then 5 fish per tank were euthanized with an overdose of MS-222 (400 mg L^−1^; Syndel Laboratories, Vancouver, BC, Canada) and dissected for tissue collection. For gene expression analyses, liver samples (50–100 mg) were collected in 1.5 mL nuclease-free tubes, flash-frozen in liquid nitrogen, and stored at −80 °C until RNA extractions were performed. Liver and muscle samples, for lipid analyses, were collected, processed, and stored as described in Katan et al. [26]. Only liver samples from fish that showed weight gains within one standard deviation below and above the mean value of each tank were utilized for this study, in order to reduce biological variability in the gene expression data among fish. Tank means rather than dietary treatment means, were chosen for sample selection, so that variability between tanks could be included in the statistical analysis.

### 2.3. RNA Extraction, DNase Treatment, Column Purification and cDNA Synthesis

The TissueLyser Ⅱ system (at 25 Hz for 2.5 min) with 5 mm stainless steel beads, QIAGEN, Mississauga, ON, Canada) was used to homogenize liver samples in TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Samples were subjected to RNA extraction according to manufacturer’s instructions. Due to low 260/230 ratios (i.e., 1.0–1.6) following TRIzol extraction, all RNA samples were then re-extracted (phenol-chloroform) and precipitated following standard methods [31]. This was followed by DNaseI treatment and column purification using RNase-free DNase Set and RNeasy Mini Kit (QIAGEN). All procedures were conducted according to manufacturer instructions, and as described in Xue et al. [29]. RNA integrity was verified by 1% agarose gel electrophoresis, and RNA purity and quantity were assessed by NanoDrop UV spectrophotometry (NanoDrop, Thermo Scientific, Mississauga, ON, Canada). DNased and column-purified RNA samples had A260/280 and A260/230 ratios of 1.8–2.2. All cDNAs were synthesized by reverse transcription of 1 μg of DNaseI-treated, column-purified total RNA from each sample, with 1 µL of random primers (250 ng; Invitrogen), 1 µL of dNTPs (0.5 mM final concentration; Invitrogen), 4 µL of 5× first-strand buffer (1× final concentration; Invitrogen), 2 µL of DTT (10 mM final concentration; Invitrogen) and 1 µL of Moloney murine leukemia virus (M-MLV) reverse transcriptase (RT) (200 U; Invitrogen) at 37 °C for 50 min, following the manufacturer’s instructions, and as described in Xue et al. [29]. The total reaction volume was 20 μL. Finally, all cDNAs were diluted 40× with nuclease-free water (Invitrogen) prior to the qPCR.

### 2.4. Microarray Hybridization and Data Acquisition

Eight fish (2 from each of the 4 dietary tanks) from each of the 2 extreme ω6:ω3 treatments (high ω6 or high ω3) were used in the microarray analysis (i.e., 16 fish total), using a common reference design. Four array slides were used in the current study, and each array contained 2 fish per treatment, which were randomly selected. The common reference was made by an equal quantity of each DNase I-treated, column-purified total RNA liver sample. The microarray experiment was performed as described in Xue et al. [29]. Briefly, anti-sense amplified RNA (aRNA) was in vitro transcribed from 1 μg of each column-purified RNA or reference pooled RNA using Ambion’s Amino Allyl MessageAmp II aRNA Amplification kit (Life Technologies, Burlington, ON, Canada), following the manufacturer’s instructions. The quantity and quality of aRNA were assessed using NanoDrop spectrophotometry and 1% agarose gel electrophoresis, respectively. Then, 20 μg of each aRNA were precipitated overnight, following standard molecular biology procedures, and re-suspended in coupling buffer. Each individual aRNA sample was labeled with Cy5 (i.e., experimental samples), whereas the reference pool was labeled with Cy3 (i.e., common reference) fluor (GE HealthCare, Mississauga, ON, Canada), following the manufacturer’s instructions. The “microarray” function of the NanoDrop spectrophotometer was used to measure the labeling efficiency of the aRNA. The labeled aRNA (825 ng) from each experimental sample (i.e., Cy5) was mixed with an equal quantity of labeled aRNA from the common reference (i.e., Cy3), for each array, and the resulting pool was fragmented, following the manufacturer’s instructions (Agilent, Mississauga, ON, Canada). Each pool was co-hybridized to a consortium for Genomic Research on All Salmonids Project (cGRASP)-designed 4 × 44 K salmonid oligonucleotide microarray (GEO accession # GPL11299) [27] (Agilent). Finally, the arrays were hybridized at 65 °C for 17 h with rotation (10 rpm), using an Agilent hybridization oven. The microarray slides were washed immediately after hybridization as per the manufacturer’s instructions.

Each microarray slide was scanned at 5 μm resolution with 90% laser power using a ScanArray Gx Plus scanner and ScanExpress v4.0 software (Perkin Elmer, Waltham, MA, USA), and the Cy3 and Cy5 channel photomultiplier tube (PMT) settings were adjusted to balance the fluorescence signal between channels. The resulting raw data were saved as TIFF images, and the signal intensity data were extracted using Imagene 9.0 (BioDiscovery, El Segundo, CA, USA). Removal of low-quality or flagged spots on the microarray, as well as log_2_-transformation and Loess-normalization of the data, were performed using R and the Bioconductor package mArray [32]. Features absent in more than 25% (i.e., 4 out of 16 arrays) of the arrays were omitted, and the missing values were imputed using the EM_array method and the LSimpute package [33,34]. The final dataset used for statistical analyses consisted of 10,264 probes for all arrays (GEO accession number: GSE139418; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139418.

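Each array held 43689 spots in the scanner files. In the authors' deposited table of log2 ratios, 10264 probes had values, each of them on 12 or more arrays. A value on every array was present for 5039 of these probes. The remaining probes left 10239 cells of the table empty, which is 6.23% of the cells of the 10264 probes. When the presence of a probe was taken from the flags in the scanner files, 25061 probes were unflagged on at least 12 of 16 arrays and 7961 probes were unflagged on all 16. Within each array, the deposited values were compared with loess-normalized log2 ratios of background-subtracted median signals, and the lowest Pearson r of an array was 0.995. These correlations are across probes, which are not independent replicates.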

### 2.5. Microarray Data Analysis

The Significance Analysis of Microarrays (SAM) algorithm [35] was performed to identify genes that were significantly differentially expressed between the two extreme ω6:ω3 treatments. A false discovery rate (FDR) threshold of 10% was used with the Bioconductor package siggenes [36] in R. For the identification of additional transcripts that were differentially expressed between the two dietary treatments, the Rank Products (RP) method was also used, as this method is less sensitive to high biological variability [37,38]. The latter analysis was performed at a percentage of false-positives (PFP) threshold of 10%, using the Bioconductor package RankProd [39]. Due to high background signal in the first slide (i.e., slide # 11,502), no genes were initially identified as significantly differentially expressed; therefore, this slide was removed from the analyses. 

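The local background of each array was taken as the median over its spots, separately for Cy5, the channel of the fish, and Cy3, the channel of the common reference. On slide 11502, the Cy5 background was 279 ± 124 (SD, n = 4 arrays), compared with 141 ± 128 (SD, n = 12) on the other 3 slides, a difference that did not exceed the spread between arrays (exact permutation test over arrays, two-sided, p = 0.0786). The Cy3 background of this slide was 246 ± 99.6 (SD, n = 4), compared with 86.0 ± 130 (SD, n = 12; exact permutation test, p = 0.0604). Slide 11503, tested only after the values had been seen, had a Cy5 background of 293 ± 98.8 (SD, n = 4) and a Cy3 background of 256 ± 65.6 (SD, n = 4). Both were above those of its other 3 slides (exact permutation test, p = 0.0451 for Cy5 and p = 0.0170 for Cy3). With the mean background of each spot in place of the median, these p were 0.0560 and 0.0165 (exact permutation test), the former no longer under 0.05. Arrays of 1 slide are not independent, which these tests do not take into account. Spots that the scanner software marked as empty averaged 17674 per array on slide 11502, 16315 on slide 11503, 1264 on slide 11504 and 2550 on slide 11505.

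**Figure D1:**
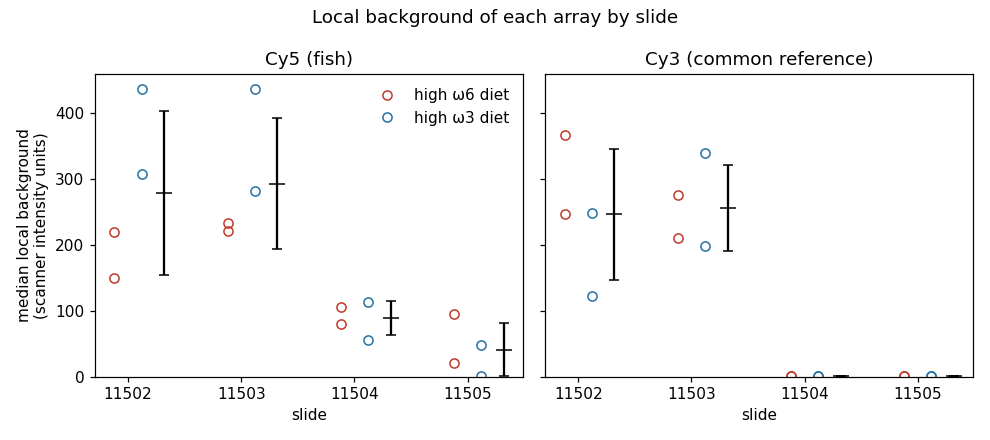
Median local background of each array (points, intensity units) by slide, for Cy5 and Cy3, with the mean and SD of the 4 arrays of each slide. Slides 11502 and 11503 lie higher than slides 11504 and 11505, where the Cy3 background was at 1.0 on every array.

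With all 4 slides, SAM called 0 probes at an FDR of 0.10 or less, with 737 probes at an unadjusted p under 0.05. The linear model of limma also called 0 probes on 4 slides, with 638 probes at an unadjusted p under 0.05. In contrast, RP called 85 probes at a PFP of 0.10 or less, of which 13 were higher and 72 were lower in the high ω6 fish. However, 59 of 100 splits of the same arrays, the real one included, gave as many RP calls. The median of the other splits was 103, so chance cannot be excluded for this count. Among the 85 called probes were the Table 2 probes of lhpl4, mtco2, lect2a, mef2d, itgb5 and mtco1, although lhpl4 was in none of 20 other draws of the permutations. Apart from Table 2, the largest differences among called probes that changed in the same direction on every slide were those of C075R084 (1.30) and C058R132 (1.24), which were higher in the high ω6 fish, and of C251R063 (−2.17) and C111R008 (−1.66), which were lower. The count of RP moved most, to 4 probes, when no background correction was applied. On the deposited table, 7 called probes were higher and 8 were lower, so the excess of lower probes was nearly absent there. It remained in other settings, for example with 3 higher and 47 lower probes without a filter on flags.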

In order to maximize our capacity to identify differentially expressed genes, gene lists were obtained with 2 and 3 of the remaining slides (consisting of 4 and 6 fish per treatment, respectively). Each slide is composed of 4 arrays, i.e., 4 biological replicates analyzed per slide.

The resulting gene lists were annotated using the contiguous sequences (contigs) that were used for the design of the 60 mer oligonucleotide probes of the array [27]. Annotations were performed manually with a BLASTx alignment against the NCBI non-redundant (nr) amino acid database using an E-value threshold of 10^−5^. The best BLASTx hits corresponding to putative *Homo sapiens* orthologues were used to obtain gene ontology (GO) terms manually from the UniProt Knowledgebase (http://www.uniprot.org/, accessed on 4 November 2020).

### 2.6. qPCR Study and Data Analysis

Transcript expression levels of 10 genes of interest (GOI) (Table 1), identified as differentially expressed in the microarray analyses, were assayed by qPCR. In addition to the high ω6 and high ω3 treatments, the qPCR analysis also included liver samples from fish fed the balanced diet. In addition to the microarray-identified GOI, BLASTn searches using publicly available Atlantic salmon cDNA sequences (i.e., in NCBI’s non-redundant nucleotide (nt) and expressed sequence tags (EST) databases) were used to identify paralogues for each GOI, as described in Caballero-Solares et al. [40].

Paralogue-specific primers were used for *eif4b*, *htra1*, *lect2* and *helz2* (Table S3 and Figures S1–S4). The sequences of the primer pairs used in qPCR, GenBank accession number of sequences used for primer design, and other details are presented in Table 1. Notably, primers for the transcript *lhpl4* (GenBank accession number NM_001146670) failed quality testing, and thus, this transcript was not included in the qPCR study. In addition, the 60 mer microarray probe for *mtco1* (C188R069) is affiliated with a rainbow trout sequence, and had relatively low identity (i.e., <85%) with available *Salmo salar* sequences (using NCBI’s EST and nt databases) and, therefore, was excluded from the qPCR study. The program Primer 3 (http://frodo.wi.mit.edu, accessed on 19 October 2019) was used for primer design. Each primer pair was quality-tested, including standard curve and dissociation curve to ensure that a single product was amplified with no primer dimers [32,41]. Primer pairs were quality-tested using the 7500 Fast Real Time PCR system (Applied Biosystems/Life Technologies, Foster City, CA, USA). The amplification efficiency [42] of each primer pair was determined using a 5-point 1:3 dilution series starting with cDNA representing 10 ng of input total RNA. Two pools were generated (i.e., high ω3 pool and high ω6 pool), with each pool consisting of 8 fish (and each fish contributing an equal quantity to the pool). The reported primer pair amplification efficiencies are an average of the two pools, except if one pool showed poor efficiency or spacing (i.e., *p43*, *eif2a*, *htra1a*, *helz2a* and *helz2b*, where one pool was used due to low expression levels). A 5-point 1:2 dilution series was used for the primers *mtco2* and *helz2b* as these transcripts had lower expression levels (fluorescence threshold cycle (C_T_) values of ~30 and 31, respectively). Furthermore, amplicons were checked by 1.5% agarose gel electrophoresis and compared with the 1 kb plus DNA Ladder (Invitrogen) to ensure that the correct size fragment was amplified.

To select the most suitable normalizer genes, six candidate normalizers were tested based on our previous qPCR studies (*rpl32*, *actb*, *eef1α-1*, *eef1α-2*, *abcf2*, *pabpc1*) [15,29], and salmon literature on reference genes (*actb*, *eef1α-1*, *eef1α-2*) [43]. Their qPCR primers were quality-tested as described above. Then, their C_T_ values were measured using cDNA (corresponding to 5 ng of input total RNA) of 6 randomly selected fish per treatment (18 total). The geNorm algorithm [44] was used to analyze their expression stability. *Rpl32* and *eef1α-2* were shown to be the most stable (i.e., geNorm M-values of 0.30 and 0.25, respectively) among the 6 candidate reference genes and, therefore, were selected as normalizers.

All PCR amplifications were performed in a total reaction volume of 13 μL and consisted of 4 μL of cDNA (5 ng input total RNA), 50 nM each of forward and reverse primer and 1× Power SYBR Green PCR Master Mix (Applied Biosystems), and nuclease-free water (Invitrogen). The qPCR reactions, including no-template controls, were performed in technical triplicates using the ViiA 7 Real-Time PCR System (384-well format) (Applied Biosystems, Foster City, CA, USA) and the Power SYBR Green I dye chemistry. The Real-Time analysis program consisted of 1 cycle of 50 °C for 2 min, 1 cycle of 95 °C for 10 min, followed by 40 cycles (of 95 °C for 15 s and 60 °C for 1 min), with the fluorescence signal data collection after each 60 °C step. When a C_T_ value within a triplicate was greater than 0.5 cycles from the other two values, it was considered to be an outlier, discarded and the average C_T_ of the remaining two values was calculated. The relative quantity (RQ) of each transcript was calculated using ViiA 7 Software v1.2 (Applied Biosystems) for Comparative CT (ΔΔC_T_) analysis [45], with primer amplification efficiencies incorporated (Table 1). The expression levels of each GOI were normalized to both normalizer genes, and the sample with the lowest normalized expression was used as the calibrator sample (i.e., RQ = 1.0) for each GOI, as in [46]. Transcript expression data are presented as RQ values (mean ± SE) relative to the calibrator.

### 2.7. Statistical Analyses

#### 2.7.1. qPCR Data

A general linear model with tank nested in diet, followed by a Tukey pairwise comparison (*p* < 0.05), was used to identify significant differences among dietary treatments at week 12. In cases where significant tank effect was observed (*p* < 0.05), a one-way ANOVA followed by a Tukey pairwise comparison post-hoc test was performed (Minitab 17 Statistical Software, State College, PA, USA). The RQ data are presented as mean ± SE. Each dietary treatment group was tested for outliers using Grubb’s test (*p* < 0.05). In total, 9 RQ values were identified as statistical outliers in the entire dataset (i.e., out of 322 values), and excluded from the study. Each GOI had a minimum of 6 samples per dietary treatment, while most GOI had a sample size of 7–8 per dietary treatment. The qPCR fold-changes were calculated by dividing the mean RQ value of the high ω6 fish by that of the high ω3 fish. Finally, residuals were tested to verify normality, independence, and homogeneity of variance. Normality was examined using the Anderson–Darling test. If the test failed (*p* < 0.05), a one-way ANOVA on ranks was performed, which was followed by the Kruskal–Wallis test (SigmaPlot, Systat Software, Inc., Version 13, San Jose, CA, USA). In all cases, differences were considered statistically significant when *p* < 0.05.

#### 2.7.2. Correlation Analyses of qPCR and Lipid Composition Data

Tissue lipid composition (muscle and liver) and growth performance of salmon fed varying ω6:ω3 diets were previously published by Katan et al. [26]. Pearson correlation analyses were performed in the current study to identify the relationships between hepatic transcript expression (i.e., qPCR data), tissue composition (i.e., % FA and lipid classes), and growth parameters (i.e., weight gain (WG), condition factor (CF)), using individual fish. All GOI in the qPCR study were used in the correlation analysis in order to identify differences between the liver and muscle tissue. Only ω3 and ω6 FA that accounted for >0.5% of the total FA in the tissue (average of each treatment) were included in the analyses. Furthermore, hierarchical clustering was used to group transcripts and lipid composition (using group average in PRIMER (Version 6.1.15, Ivybridge, UK)). IBM SPSS Statistics was used for the correlation analyses.

## 3. Results

### 3.1. Liver Microarray Analysis

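Liver RNA of 16 Atlantic salmon was hybridized to 16 arrays with a Cy5 and a Cy3 channel, 8 arrays for fish fed the high ω6 diet and 8 for fish fed the high ω3 diet. The arrays lay on 4 slides, each with 2 fish per diet, and the fish came from 8 tanks with 2 fish each. RNA of each fish was labelled with Cy5, and a pool of the RNA of all 16 fish was labelled with Cy3 as the common reference. The authors deposited the scanner output, which gives the intensity and the local background of each spot in both channels with flags for poor and empty spots. They also deposited a table of log2 ratios of Cy5 over Cy3, from which flagged spots had been removed and which had been loess-normalized within each array. Between 23715 and 41311 spots per array were unflagged on the high ω6 diet (median 31984), and between 21202 and 41115 on the high ω3 diet (median 30782). The median Cy5 signal of an array ranged from 129 to 697 and the median Cy3 signal from 76.5 to 888, and the number of arrays limits the precision. The array of high ω6 fish 4 on slide 11503 had an SD of log2 ratios over probes of 1.35, whereas that of the other 15 arrays was between 0.55 and 0.69. The values below were computed from the scanner output. Median signals were background-corrected with the normexp method (offset 50), converted to log2 ratios and loess-normalized within each array. Flagged spots were left out, and the filter of at least 12 arrays was applied. SAM and RP were written anew in Python, with 100 permutations and a threshold of 0.10, and missing values were imputed from the 10 nearest probes. For single probes, the log2 difference is the mean of the high ω6 fish minus the mean of the high ω3 fish, and its p is from a two-sided exact permutation test of the diet labels. Each tank had 1 diet, so its 2 fish are not independent, which these p do not take into account. The paper selected the Table 2 probes on these same fish. On the slides it used, their p are therefore not independent evidence. Standard errors and adjusted p are from limma, with Benjamini-Hochberg adjustment. The files list probes by their position on the array, without gene names or genome positions, so gene symbols were taken from Table 2.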

RP analysis detected nine differentially expressed features (PFP < 10%; Table 2). Eight of these features (i.e., *lhpl4*, *htra1b*, *mtco2*, *lect2a*, *rpl18*, *helz2a*, *itgb5*, and *mtco1*) were identified analyzing data from two slides (slides # 11,504–11,505; comprising four fish per treatment), and one (i.e., *mef2d*) was identified analyzing data from three slides (slides # 11,503–11,505; comprising six fish per treatment). 

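On slides 11504 and 11505 (n = 4 fish per diet), RP called 42 probes, 17 higher and 25 lower in the high ω6 fish. They included lhpl4, htra1b (PFP 0.00714), mtco2 (PFP 0.0157), lect2a (PFP 0.0167), itgb5 and mtco1, and also eif4b1 (PFP 0.0963). The probes of rpl18 (PFP 0.128) and helz2a (PFP 0.180) did not reach the threshold of RP. With slide 11503 added (n = 6 fish per diet), RP called 123 probes, 4 higher and 119 lower, including mef2d (PFP 0.00286), p43, eif2a, eif4b1, mtco2, lect2a, itgb5 and mtco1. Both sets shared 24 probes. Counting the real one, 6 of 35 splits of the arrays on 2 slides gave as many RP calls. On 3 slides, 13 of 100 splits did, so chance cannot be excluded for these counts. In 20 other draws of the permutations, RP called 27 to 42 probes on 2 slides, with eif4b1 in 8 draws, and 109 to 120 probes on 3 slides. Leaving out the background correction moved these counts most, to 4 and 5 probes, none of them in Table 2. On the deposited table, RP called 16 probes on 2 slides, with helz2a (PFP 0.0600) among them, and 41 probes on 3 slides. The split by direction on 2 slides depended on the setting. On the deposited table, 2 probes were higher and 14 lower in the high ω6 fish. With no filter on flags, 16 were higher and 12 lower, and at a threshold of 0.05 these were 13 and 9. Apart from Table 2, the probes with the largest changes among those called and changed in the same direction on each slide have no gene name in the files. On 2 slides, C061R095 was at 0.93 ± 1.20 (SD, n = 4) in the high ω6 fish and −1.62 ± 0.65 (SD, n = 4) in the high ω3 fish, a log2 difference of 2.55. C104R106 was higher by 2.53, with an SD of 3.05 in the high ω3 fish (n = 4), and C035R128 (−2.65) and C098R022 (−2.24) were lower. Of the 35 called probes outside Table 2 on 2 slides, 34 changed in the same direction on both, so this filter removed few. With 3 slides, C089R064 (1.80) and C075R084 (1.60) were higher, and C251R063 (−2.39) and C164R003 (−2.10) were lower. The median SD within diets of the probes called by RP was 0.98 on 2 slides and 1.07 on 3 slides, compared with 0.43 and 0.50 over all probes.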

Two features (i.e., *lhpl4* and *htra1b*) showed higher expression in the high ω6 fish (4.78- and 3.57-fold change, respectively), while the other seven RP-identified features (i.e., *mtco2*, *lect2a*, *rpl18*, *mef2d*, *helz2a*, *itgb5*, and *mtco1*) showed down-regulation in the high ω6 fish (fold-change ranged from −3.27 to −7.11).

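On the slides the paper used, all 12 Table 2 probes differed in the direction of Table 2, whichever fish was left out. On 4 slides, 12 of 12 also did so, and between 10 and 12 when 1 fish was left out. The adjusted p of limma was 0.991 for every probe on 2 slides, 0.998 on 3 slides and 1.00 on 4 slides. The 8 probes that the paper selected on 2 slides could be examined in the 4 fish per diet of slides 11502 and 11503, which took no part in that selection. Over these 8 probes, the mean log2 difference in the direction of Table 2 was −0.30 ± 0.90 (SD over probes), and 3 of 8 probes differed in that direction (one-sided exact permutation test, p = 0.700). Without itgb5, which was also selected by SAM with slide 11503, the mean was −0.54, with 2 of 7 probes in that direction (exact permutation test, p = 0.814). On slide 11503 alone, it was −0.93, and 1 of 6 probes with values in both diets differed in that direction (exact permutation test, p = 1.00, where the smallest p that 2 fish per diet allow is 0.167). These fish include high ω6 fish 4, and without it the mean over the 8 probes on both slides was −0.08 ± 0.52 (SD over probes), with 4 of 8 probes in the direction of Table 2 (exact permutation test, p = 0.543). Without high ω3 fish 7, that mean was 0.04 (exact permutation test, p = 0.486), and without any other of these fish it stayed below 0. Leaving out each fish was chosen after the values had been seen. For lect2a and rpl18, both high ω6 spots of slide 11503 were flagged. Their log2 differences over slides 11502 and 11503 (−0.26 and −0.23) therefore mix slide with diet. With flagged spots kept, also chosen after the values had been seen, the mean over the 8 probes was −0.51. Then 2 of 8 probes differed in the direction of Table 2 (exact permutation test, p = 0.814).

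**Figure D2:**
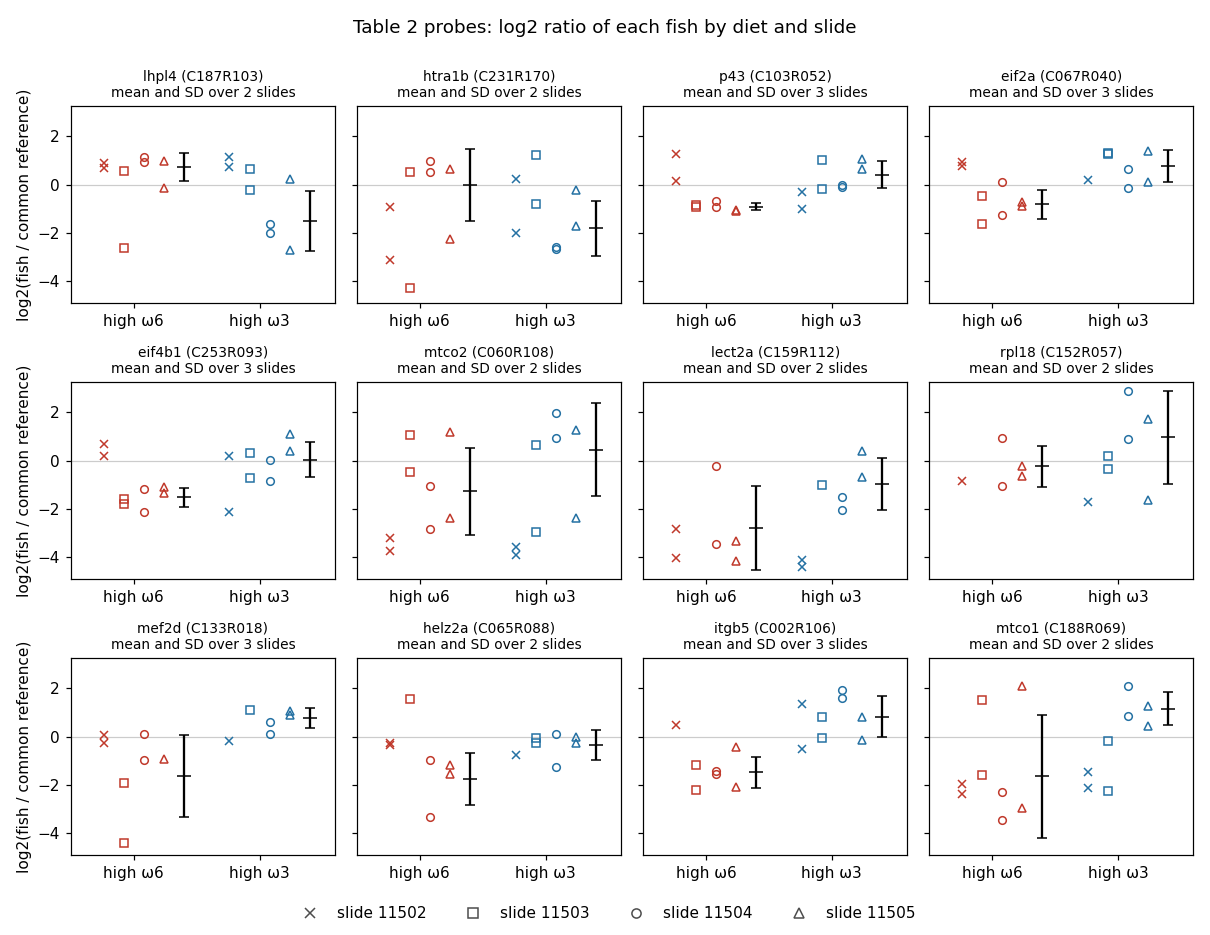
Log2 ratio to the common reference of each fish (points) for the 12 Table 2 probes, by diet and slide, with the mean and SD over the slides that the paper used for that probe. The 6 high ω6 fish of slides 11503 to 11505 lie lower than the 6 high ω3 fish for p43, eif4b1 and itgb5, while the diets overlap for lhpl4, htra1b, mtco2, rpl18 and mtco1. The paper selected p43, eif4b1 and itgb5 on those slides.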

SAM analysis identified *p43*, *eif2a*, *eif4b1*, and *itgb5* as differentially expressed genes (FDR < 10%) between the high ω6 and high ω3 fed salmon, using three slides (slides # 11,503–11,505) (Table 2). These genes were down-regulated in the high ω6 compared with the high ω3 fed fish (fold-change values ranged from −2.79 to −5.12). 

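With 6 fish per diet on slides 11503 to 11505, SAM called 1 probe at an FDR of 0.10 or less, that of itgb5 (FDR 0.080), and 1042 probes had an unadjusted p under 0.05. The FDR of SAM was 0.175 for p43 and 0.219 for both eif2a and eif4b1. The alternative that moved this count most was the authors' deposited table, on which SAM called 6 probes, all lower in the high ω6 fish. These were p43, eif2a and eif4b1 (each with an FDR of 0.0433), itgb5 (FDR 0.010), and C016R010 and C262R069, which are not in Table 2 and are named here after their values were seen. Restricted to probes with no missing value, SAM called 4 probes, namely p43, eif4b1, itgb5 and C262R069. In 20 other draws of the permutations, 0 or 1 probe was called, with itgb5 called in 6 draws. With 1000 permutations, SAM called 0 probes (smallest FDR 0.135), with 1016 probes at an unadjusted p under 0.05, while RP called 113 and limma called 0. When 1 fish was left out, SAM called between 0 and 2 probes. The 2 probes were itgb5 and C164R003, called without high ω3 fish 2, and C099R024 was the 1 probe called without high ω3 fish 1.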

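For p43 (C103R052), the log2 ratio was −0.91 ± 0.15 (SD, n = 6) in the high ω6 fish and 0.41 ± 0.57 (SD, n = 6) in the high ω3 fish. The difference of −1.32 (limma standard error 0.24) exceeded the spread between fish, and the diets did not overlap (exact permutation test, p = 0.00216, the smallest that 6 fish per diet allow). These fish came from 6 tanks with 1 diet each, and the test treated them as independent. The paper also selected p43, eif4b1 and eif2a on these same fish, so their p here are not independent evidence. For eif4b1 (C253R093), −1.52 ± 0.39 (SD, n = 6) was measured in the high ω6 fish and 0.04 ± 0.74 (SD, n = 6) in the high ω3 fish, again without overlap (difference −1.56, standard error 0.32, exact permutation test, p = 0.00216). The eif2a probe (C067R040) was at −0.81 ± 0.60 (SD, n = 6) and 0.76 ± 0.66 (SD, n = 6), a difference of −1.57 (standard error 0.34, exact permutation test, p = 0.00433). On slide 11502, which was not used to select them, p43 differed by 1.37, eif4b1 by 1.41 and eif2a by 0.66, in the opposite direction. The values of eif2a and mef2d there come from 2 high ω6 fish and 1 high ω3 fish, since the other spot was flagged. Over these probes and mef2d, the mean difference in the direction of Table 2 on that slide was −0.88, and 0 of 4 probes differed in that direction. With 2 fish per diet, this slide cannot give a p under 0.167 (one-sided exact permutation test, p = 1.00). With flagged spots kept, which was chosen after the values had been seen, eif2a differed by 0.47 and mef2d by −0.56, and the mean was −0.67 with 1 of 4 probes in the direction of Table 2 (exact permutation test, p = 0.833). On 4 slides, the differences were −0.65 for p43 (exact permutation test, p = 0.110), −0.82 for eif4b1 (exact permutation test, p = 0.117) and −1.07 for eif2a (exact permutation test, p = 0.0260). On the deposited table, which has no p43 value for high ω3 fish 8, p43 differed by −0.91 on 4 slides (exact permutation test, p = 0.0457). There, eif4b1 differed by −0.87 (exact permutation test, p = 0.117) and eif2a by −1.20 (exact permutation test, p = 0.0242).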

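The itgb5 probe (C002R106) had a log2 ratio of −1.48 ± 0.65 (SD, n = 6) in the high ω6 fish and 0.83 ± 0.85 (SD, n = 6) in the high ω3 fish on slides 11503 to 11505. Each of the 6 high ω6 fish was lower than each of the 6 high ω3 fish, and the difference was −2.30 (standard error 0.40 from limma, exact permutation test, p = 0.00216). The paper selected this probe on slides 11503 to 11505, so the separation and the p on these slides are not independent evidence. On slides 11504 and 11505, the means were −1.37 ± 0.68 (SD, n = 4) and 1.05 ± 0.93 (SD, n = 4), which differed by −2.42 (exact permutation test, p = 0.0286, the smallest that 4 fish per diet allow). When 1 fish was left out, the difference on 3 slides stayed between −2.51 and −2.08. On slide 11502, where the spot of 1 high ω6 fish was flagged, the remaining fish differed by 0.07. All 4 slides together, which include the fish of the selection, gave −1.92 (exact permutation test, p = 0.00264). The Cy5 signal of 1 of the 16 arrays was saturated for itgb5.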

One feature (*itgb5*) was represented in both SAM and RP analysis, and was down-regulated in the high ω6 compared to the high ω3 fed fish, in both analyses (−5.12 and −5.25- fold-change, respectively).

Putative identities were determined for the 12 microarray-identified features, and functional annotations (i.e., GO terms) were collected for them (Table 2). 

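The lhpl4 probe (C187R103), whose gene is listed as lhfpl4b with the synonym lhpl4 in the salmon assembly Ssal_v3.1, was unflagged on all 16 arrays with a median Cy5 signal of 20503. On slides 11504 and 11505, its log2 ratio was 0.72 ± 0.58 (SD, n = 4) in the high ω6 fish and −1.52 ± 1.24 (SD, n = 4) in the high ω3 fish. The difference was 2.24 (standard error 0.60 from limma, exact permutation test, p = 0.0571), and 1 high ω3 fish lay within the range of the high ω6 fish. On slide 11503, the difference was −1.22, where high ω6 fish 4 was at −2.61 and the other high ω6 fish at 0.56, and on slide 11502 it was −0.13. Over 4 slides, it was 0.78 (exact permutation test, p = 0.265).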

The microarray-identified gene *lhpl4* (4.78-fold up-regulated) is involved in the nervous system, with GO annotations “regulation of inhibitory synapse assembly” and “GABA receptor binding”. The feature *htra1b* (3.57-fold up-regulated) was classified as a gene involved in cell proliferation and showed the functional annotations “positive regulation of epithelial cell proliferation”, “proteolysis” and “extracellular space” (Table 2). 

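In the 8 fish of slides 11504 and 11505, htra1b (C231R170) was at −0.02 ± 1.50 (SD, n = 4) in the high ω6 fish and −1.81 ± 1.14 (SD, n = 4) in the high ω3 fish. This difference of 1.79 (standard error 0.82 from limma) was not larger than chance allows (exact permutation test, p = 0.0857). High ω6 fish 2 was at −2.24, whereas the other 3 fish of its group were between 0.54 and 0.99, and without it the difference was 2.53. On slide 11503, htra1b differed by −2.11, where high ω6 fish 4 was at −4.28 and the other high ω6 fish at 0.50, and on slide 11502 it differed by −1.13. The deposited table has a value for 1 high ω6 fish on each of these slides, and there the differences were 0.28 and −0.0077. Over all 4 slides, the difference was 0.08 (exact permutation test, p = 0.923). It lay between −0.20 and 0.56 when 1 fish was left out, and it was 1.01 on the deposited table.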

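Of the translation-related features, p43, eif2a and eif4b1 were unflagged on 16, 15 and 16 arrays, and rpl18 (C152R057) on 12 arrays. The rpl18 probe was the dimmest of Table 2, with a median Cy5 signal of 775 and a median local Cy5 background of 308. Its log2 ratio on slides 11504 and 11505 was −0.24 ± 0.85 (SD, n = 4) in the high ω6 fish and 0.96 ± 1.92 (SD, n = 4) in the high ω3 fish. The difference of −1.20 (standard error 0.91 from limma) could not be separated from the differences among fish of 1 diet (exact permutation test, p = 0.314), and it ranged from −2.07 to −0.56 when 1 fish was left out. Without high ω3 fish 4 or fish 5, RP called rpl18. On slide 11502, with 1 fish per diet, it was higher in the high ω6 fish by 0.85. Over 4 slides, the difference was −0.64 with 5 high ω6 fish and 7 high ω3 fish (exact permutation test, p = 0.455).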

Several informative microarray features represented genes involved in translation, such as *p43*, *eif2a*, *eif4b1*, and *rpl18* (−2.79 to −4.37-fold down-regulated), with the associated GO terms “tRNA binding”, “aminoacyl-tRNA synthetase multienzyme complex”, “translational initiation”, “ribosome assembly”, and “structural constituent of ribosome”. Furthermore, the GO terms “defense response to virus”, “inflammatory response” and “response to wounding” were also identified with *p43*. 

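The mtco2 probe (C060R108) on slides 11504 and 11505 was at −1.26 ± 1.80 (SD, n = 4) in the high ω6 fish and 0.45 ± 1.93 (SD, n = 4) in the high ω3 fish, which differed by −1.72 (standard error 1.14 from limma, exact permutation test, p = 0.257). For mtco1 (C188R069), −1.64 ± 2.54 (SD, n = 4) and 1.15 ± 0.70 (SD, n = 4) were measured, a difference of −2.80 (standard error 1.14, exact permutation test, p = 0.143). Within the high ω6 diet, mtco1 ranged from −3.45 to 2.10 on these slides. On slide 11503, both probes differed in the opposite direction, by 1.45 for mtco2 and 1.17 for mtco1. On slide 11502, mtco2 also differed in the opposite direction, by 0.30, whereas mtco1 differed by −0.38, in the direction of Table 2. With 4 slides, mtco2 differed by −0.42 (exact permutation test, p = 0.694) and mtco1 by −1.20 (exact permutation test, p = 0.213). The difference of mtco2 reached 0.0020 without high ω3 fish 5.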

The features *mtco2* and *mtco1* (−3.27- and −7.11-fold down-regulated, respectively) were classified as mitochondrion respiratory chain components, and showed the GO terms “electron transport chain”, “oxidation-reduction process” and “cytochrome-c oxidase activity”. Other microarray-identified features corresponded to immune- and inflammation-related genes such as *lect2a* (with the GO terms “chemotaxis” and “metal ion binding”) and *itgb5* (“antigen processing and presentation” and “phagocytic vesicle”), and showed down-regulation in the high ω6 fed fish (−3.48 to −5.25-fold-change, respectively). 

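The lect2a probe (C159R112) was at −2.79 ± 1.76 (SD, n = 4) in the high ω6 fish and −0.96 ± 1.07 (SD, n = 4) in the high ω3 fish of slides 11504 and 11505. Its difference of −1.82 (standard error 0.89 from limma) was within the spread between fish (exact permutation test, p = 0.143). High ω6 fish 1, at −0.21, was apart from the other 3 fish of its group, and the difference was −2.68 without it. The spot of lect2a was flagged on 3 of 16 arrays, including both high ω6 arrays of slide 11503. On slide 11502, the high ω6 fish were higher by 0.82. Over 4 slides, the difference was −1.09 with 6 high ω6 fish and 7 high ω3 fish (exact permutation test, p = 0.248). With flagged spots kept, the difference over 4 slides was −0.28 (exact permutation test, p = 0.781). On slide 11503, the high ω6 fish were then higher by 1.72.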

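The mef2d probe (C133R018) was flagged on 3 of 16 arrays, 2 of which were saturated in Cy5. On slides 11503 to 11505, its log2 ratio was −1.62 ± 1.70 (SD, n = 5) in the high ω6 fish and 0.75 ± 0.41 (SD, n = 5) in the high ω3 fish. The difference was −2.38 (standard error 0.68 from limma), and the diets did not overlap (exact permutation test, p = 0.00794, the smallest that 5 fish per diet allow), although the highest high ω6 fish (0.10) and the lowest high ω3 fish (0.11) were nearly equal. The paper selected mef2d on these same slides, so this p is not independent evidence. The diets overlapped on the deposited table (exact permutation test, p = 0.0159) and with flagged spots kept (exact permutation test, p = 0.00866). High ω6 fish 4 was at −4.39, and without it the difference was −1.69. On slide 11502, mef2d differed by 0.06. Over 4 slides, the difference was −1.79 (exact permutation test, p = 0.00816).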

The gene *mef2d* (−4.54-fold down-regulated) is involved in muscle cell proliferation, and in neuronal cell differentiation and survival, with the associated GO terms “muscle organ development”, “skeletal muscle cell differentiation” “nervous system development”, “apoptotic process” and “DNA-binding transcription factor activity” (Table 2). Further, the microarray-identified feature *itgb5* was associated with the GO term “muscle contraction”. 

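The helz2a probe (C065R088) was dim, with a median Cy5 signal of 1259 and a median local Cy5 background of 564. Its log2 ratio over slides 11504 and 11505 was −1.76 ± 1.08 (SD, n = 4) in the high ω6 fish and −0.36 ± 0.62 (SD, n = 4) in the high ω3 fish, which differed by −1.40 (standard error 0.55 from limma, exact permutation test, p = 0.0857). The lowest value, −3.33, was that of high ω6 fish 3, whose Cy5 signal of 700 compares with a local background of 665, and without this fish the difference was −0.87. Without background correction, helz2a differed by −0.35, and on the deposited table by −2.27. On the other slides, helz2a was higher in the high ω6 fish, by 0.48 on slide 11502 (2 high ω6 fish and 1 high ω3 fish) and by 1.71 on slide 11503 (1 high ω6 fish and 2 high ω3 fish). Over 4 slides, the difference was −0.50 with 7 fish per diet (exact permutation test, p = 0.440), and it was 0.02 on 4 slides without background correction.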

Finally, the gene *helz2a* (−4.71-fold down-regulated) was classified as a gene involved in lipid metabolism regulation by peroxisome proliferator-activated receptor alpha (PPARα), and showed the functional annotations “regulation of lipid metabolic process”, “nuclear receptor transcription activity”, “ATP binding”, “metal ion binding”, “hydrolase activity” and “ribonuclease activity”.

### 3.2. qPCR Study

Ten microarray-identified genes were used in the qPCR study. All genes, with the exception of *mtco2* and *rpl18*, showed an agreement in the direction of expression fold-change (i.e., up- or down-regulation) between the microarray and qPCR studies (Table 3). The microarray-identified *helz2a* showed significantly lower transcript expression in the high ω6 compared to the high ω3 fed fish (−1.49-fold; *p* = 0.04). The paralogue *helz2b* showed significantly lower expression in both the high ω6 and balanced groups compared to the high ω3 fed fish (−1.61-fold; *p* = 0.002). The transcript *mef2d* showed significantly lower expression in the high ω6 compared to the balanced fed fish (−1.27-fold; *p* = 0.03), and a lower expression trend in the high ω6 compared to the high ω3 fish (−1.22-fold; *p* = 0.06). Both paralogues of *htra1* were numerically higher (although not statistically significant) in the high ω6 compared to the balanced and high ω3 fish (1.34–1.57-fold and 3.75–2.09-fold; *p* = 0.25 and 0.07, respectively) (Table 3).

### 3.3. Correlations between Hepatic qPCR Transcript Expression and Liver Lipid Composition

Hierarchical clustering of the qPCR transcripts showed four separate clusters (Figure 1 and Figure 2). The first cluster consisted of both paralogues of *htra1*. The second cluster comprised *rpl18* only. The third cluster included some of the immune- and inflammation-related transcripts such as *lect2*, *p43*, and *helz2a*, as well as *mef2d*, *eif2a*, *eif4b*, and *mtco2*. The transcripts *helz2b* and *itgb5* composed the fourth cluster.

Cluster analysis of liver lipid composition and somatic indices showed four clusters (Figure 1). Cluster one consisted of the ω3 FA: 18:3ω3, 20:3ω3, 20:4ω3, 20:5ω3, 22:5ω3, as well as the sums of ω3 (Σω3) and monounsaturated FA (ΣMUFA), and the lipid class triacylglycerols (TAG). The lipid class sterols (ST) represented cluster two, while total phospholipids (PL) segregated with viscerosomatic index (VSI) in cluster three. Cluster four consisted of the ω6 FA: 18:2ω6, 20:2ω6, 20:3ω6, 20:4ω6, Σω6, and the ratio ω6:ω3; in addition, 22:6ω3, the sums of PUFA (ΣPUFA) and saturated fatty acids (ΣSFA), and the hepatosomatic index (HSI) were associated with this cluster.

The hepatic transcript expression of *htra1b* was negatively correlated with TAG, ΣMUFA, and 20:3ω3, and positively with ST, ΣSFA, and 22:6ω3 (*p* = 0.009–0.043; Figure 1). *Htra1a* showed negative correlations with 20:5ω3 and Σω3, and positive with 20:2ω6, and ω6:ω3 (*p* = 0.006–0.047). Both paralogues of *lect2* were correlated negatively with PL and VSI, and positively with ST (*p* = 0.004–0.032). Transcript expression of *mtco2* was negatively correlated with PL (*p* = 0.001), while that of *eif4b2* was negatively correlated with 18:2ω6 (*p* = 0.036; Figure 1). Both *eif2a* and *p43* transcript expression correlated negatively with 18:2ω6 (*p* = 0.019 and 0.021, respectively) and positively with Σω3, whereas *eif2a* alone correlated negatively with Σω6 and ω6:ω3 (*p* = 0.037 and 0.033, respectively). *Mef2d* was correlated negatively with ω6:ω3 and positively with 20:5ω3 (*p* = 0.042, and 0.011, respectively), while the three transcripts *eif2a*, *p43*, and *mef2d* showed positive correlations with Σω3 (*p* = 0.016–0.037). Furthermore, both paralogues of *helz2* correlated negatively with ω6 PUFA (i.e., 18:2ω6, 20:3ω6, Σω6), ω6:ω3, and ΣPUFA, and positively with 18:3ω3 (*p* = 0.0001–0.047). However, *helz2b* had negative correlations with additional ω6 (i.e., 20:2ω6, 20:4ω6; *p* = 0.038 and 0.004, respectively), and positive correlations with ω3 PUFA (i.e., 20:3ω3, 20:4ω3; *p* = 0.0001 and 0.005, respectively). In addition, *helz2b* correlated negatively with 22:6ω3 and HSI, and positively with ΣMUFA (*p* = 0.0001–0.005). In contrast, *helz2a* correlated negatively with PL, and positively with ST (*p* = 0.021). Finally, *itgb5* had negative correlations with 22:5ω3, 20:4ω6, ΣSFA, 22:6ω3, and ΣPUFA, and positive correlations with TAG, ΣMUFA, 18:3ω3, and 20:3ω3 (*p* =0.001–0.034; Figure 1).

### 3.4. Correlations between Hepatic qPCR Transcript Expression and Muscle Lipid Composition

Muscle tissue lipid composition and growth showed five separate clusters (Figure 2). Cluster one consisted of the ω3 FA: 18:3ω3, 18:4ω3, 20:3ω3, 20:4ω3, and Σω3. Cluster two included ΣPUFA, and the LC-PUFA: 20:5ω3, 22:5ω3. 22:6ω3, and 20:4ω6. Furthermore, the lipid classes ST and PL were grouped in cluster two. Cluster three grouped the ω6 FA: 18:2ω6, 20:2ω6, 20:3ω6, as well as Σω6 and the ratio ω6:ω3. Cluster four showed the growth parameters (i.e., WT and CF), while cluster five grouped TAG, ΣSFA and ΣMUFA.

The hepatic transcript expression of *htra1b* was correlated negatively with muscle 18:4ω3 and growth parameters WG and CF, and positively with ω6:ω3 (*p* = 0.004–0.037), while that of *htra1a* showed positive correlation with 20:2ω6 (*p* = 0.049; Figure 2). The transcript expression of *lect2a* and *eif4b2* was negatively correlated with TAG (*p* = 0.021 and 0.049, respectively). *Eif2a* was correlated negatively with muscle ω6 FA (i.e., 18:2ω6, 20:2ω6, Σω6) and ω6:ω3, and positively with ω3 FA (18:3ω3 and Σω3) (*p* = 0.014–0.045; Figure 2). *Mef2d* was negatively correlated with ω6:ω3 (*p* = 0.026). Further, both paralogues of *helz2* were negatively correlated with ω6 FA (18:2ω6, 20:2ω6, 20:3ω6, Σω6), and positively correlated with ω3 (i.e., 18:3ω3 and Σω3) (*p* = 0.001–0.032). *Helz2b* alone correlated negatively with ω6:ω3, and positively with 18:4ω3, 20:3ω3, and 20:4ω3 (*p* = 0.002–0.01). Finally, *itgb5* showed a positive correlation with CF (*p* = 0.024).

### 3.5. Overlapping Lipid–Gene Correlations between the Liver and Muscle Analyses

Some significant correlations showed an overlap between the liver and muscle analyses (Figure 3). The hepatic transcript expression of *htra1a* was correlated positively with 20:2ω6 in both tissues. The expression of *eif2a* was correlated positively with Σω3, and negatively with 18:2ω6, Σω6 and ω6:ω3, while that of *mef2d* showed negative correlations with ω6:ω3 in both liver and muscle. The transcript expression of *helz2a* was correlated positively with 18:3ω3, and negatively with 18:2ω6, 20:3ω6 and Σω6, while that of *helz2b* correlated positively with 18:3ω3, 20:3ω3 and 20:4ω3, and negatively with 18:2ω6, 20:2ω6, 20:3ω6, Σω6 and ω6:ω3 (Figure 3). The hepatic transcript expression of most genes (all except *helz2b* with 20:4ω3) showed stronger positive correlations with liver compared to muscle FA. However, negative correlations were mostly (all except *eif2a* with 18:2ω6, and both *helz2* paralogues with 20:3ω6) more significant with muscle compared with the liver FA (Figure 3).

## 4. Discussion

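On slides 11504 and 11505, limma called 0 of 25061 probes at an adjusted p of 0.10 or less (smallest adjusted p of limma 0.885), with 1128 probes at an unadjusted p under 0.05, while RP called 42. On slides 11503 to 11505, limma called 0 probes (smallest adjusted p of limma 0.998), with 926 probes at an unadjusted p under 0.05, while SAM called 1 and RP called 123. Chance alone would place 1253 of the probes under an unadjusted p of 0.05. Counting the real one, as many RP calls came from 6 of 35 splits of the arrays on 2 slides. On 3 slides, they came from 13 of 100 splits. Among the alternatives, the count of limma moved to 1 on 3 slides when arrays were only centred on their medians (itgb5), to 1 on 4 slides when the mean signal of each spot was used (C241R109), and to 1 on 2 slides without high ω6 fish 6 (C206R122). These 3 probes are named after their values were seen. For the 12 Table 2 probes adjusted over the list alone, 10 had an adjusted p of limma of 0.10 or less on 2 slides, 6 on 3 slides and 3 on 4 slides. The list was chosen on these same samples, so this count is not independent evidence.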

The microarray study indicated that dietary variation in ω6:ω3 resulted only in small changes in the liver transcriptome of salmon fed plant-based diets. This can partly be explained by the fact that growth performance and somatic indices were not significantly affected by diet [26]. It was previously shown that different replacements of FO with camelina oil had no impact on Atlantic cod (*Gadus morhua*) growth, and resulted in only one microarray-identified gene that showed a significant difference in spleen basal expression between treatments [47]. Furthermore, our results are in line with previous microarray studies, which demonstrated that dietary replacement of fish meal (FM) and FO with terrestrial ingredients resulted in subtle gene expression changes in Atlantic salmon distal intestine [48], head kidney [49], and liver [50]. However, Atlantic salmon fed soy and linseed oils showed large alterations in hepatic gene expression compared to those fed FO [51]. Differences in the numbers of responsive transcripts between Leaver et al. [51] and the current study could be related to dietary lipid sources and studied time points.

Several transcripts that play important roles in immune and inflammatory response (*lect2a*, *itgb5*, *helz2a*, *p43*), lipid metabolism (*helz2a*), cell proliferation (*htra1b*), muscle and neuronal cell development (*mef2d*), and translation (*eif2a*, *eif4b1*, *p43*) were identified by our microarray study as diet-responsive. All transcripts, with the exception of *mtco2* and *rpl18*, showed an agreement in the direction of expression fold-change between the microarray and the qPCR analyses (Table 3). The 60mer microarray probe representing the transcript *mtco2*, which was designed using a rainbow trout cDNA sequence, showed only 87% similarity (see Materials and Methods) with the *Salmo salar* cDNA sequence that was used in the qPCR study (and other *S. salar* sequences in NCBI databases). This fact, as well as other limitations (e.g., mRNA regions targeted by the qPCR primers and microarray probe may not be the same; possibility of contig misassembly) could have contributed to the disagreement between microarray and qPCR results [32].

Hepatic *helz2a* showed a significant differential expression between the high ω6 and high ω3 fed fish in the microarray experiment, and both paralogues of this transcript (i.e., *helz2a* and *helz2b*) were significantly down-regulated in the high ω6 compared to the high ω3 fed fish in the qPCR analysis. Interestingly, the transcript expression of *helz2b* was positively correlated with ω3 (i.e., 18:3ω3, 20:3ω3, 20:4ω3), and negatively with ω6 PUFA (i.e., 18:2ω6, 20:2ω6, 20:3ω6, 20:4ω6), Σω6 and ω6:ω3, in the liver tissue (Figure 1). In the muscle tissue, these PUFA (with the exception of 20:4ω6) were also correlated with hepatic *helz2b* expression (Figure 2). These data suggest that *helz2* is a potential novel molecular biomarker of tissue variation in ω6:ω3. The protein encoded by this gene is a nuclear transcriptional co-activator for PPARα [52,53,54], which is a master regulator of numerous genes involved in lipid metabolism processes (e.g., FA oxidation, and metabolism of bile acids, triacylglycerols, and retinoids) [55]. Additionally, HELZ2 was shown to have an antiviral function in mammals [56,57], and its gene was identified as an ancestral (between mammals and fish) interferon stimulated gene (ISG) with conserved components of antiviral immunity [58]. *Helz2* transcripts (referred to as VHSV-induced protein (*vig1*)) showed up-regulation in the head kidney of Atlantic salmon exposed to the viral mimic polyriboinosinic polyribocytidylic acid (pIC) [15]. The negative correlation between liver *helz2b* and HSI is not surprising, given the involvement of PPARα in hepatic FA β-oxidation, and in liver steatosis [59,60]. In addition, the observed positive correlations with ω3 PUFA are in line with the anti-inflammatory properties of PPARα [60]. In our previous study [26], it was observed that the fatty acid binding protein-encoding transcript *fabp10* showed an upregulation trend (*p* = 0.06) in the high ω3 compared to the balanced and high ω6 fed fish. Thus, this suggests that the high ω3 diet may have influenced the transport of ω3 FA in liver cells, and played a role in the activation of PPARα. The interaction between liver fatty acid transport and PPARα activation has been shown in previous mammalian studies [61,62]. Another potential mechanism that could explain the positive correlation between *helz2b* expression with ω3 PUFA, is that ω3 PUFA bind to PPARα with higher affinity than ω6 PUFA [63]. However, there is still a lack of knowledge about the interaction between dietary ω3 and ω6 PUFA, and the mechanisms by which they regulate PPARα activators [64].

*Mef2d* was identified in the microarray as down-regulated by the high ω6 diet, with qPCR showing significantly lower expression in the high ω6 compared to the balanced diet fed fish. Furthermore, hepatic *mef2d* expression was correlated positively with liver 20:5ω3 and Σω3, and negatively with the ratio of ω6:ω3 in both liver and muscle tissues. The gene *mef2*, characterized in zebrafish (*Danio rerio*) [65] and common carp (*Cyprinus carpio*) [66], is involved in skeletal and cardiac muscle development and differentiation, as well as in neuronal cell development [67,68,69,70]. Wei et al. [71] reported a significant increase in skeletal muscle *mef2c* transcript expression in pigs fed with linseed-enriched (10%) as compared with a control diet (0%). Additionally, a study with Atlantic salmon revealed that feeding with a synthetic FA (i.e., tetradecylthioacetic acid (0.25%) compared to a control diet (0%) increased the cardiosomatic index, and the cardiac expression of *mef2c* [72]. In relation to the liver, previous studies showed that members of the MEF2 family regulate the activation of hepatic stellate cells –a type of cell involved in liver fibrosis– in mice [73] and rats [74], and ω3 PUFA inhibited the proliferation and activation of these cells in mouse liver [75]. Further, Wang et al. [74] reported that *mef2d* was induced during hepatic stellate cells activation.These data may support the idea that the transcript *mef2* is responding to dietary FA (particularly ω3 PUFA) in vertebrates. However, as most studies examined the role of *mef2* expression in skeletal [71,76] and cardiac [72,77] muscle development, the interactions between *mef2d* and liver physiology are less understood in fish. Future studies should investigate the influence of dietary ω6:ω3 on liver *mef2d* expression, and their interaction with hepatic stellate cells in fish.

Serine protease HTRA1-encoding transcript (*htra1b*) was up-regulated in the high ω6 compared to the high ω3 fed fish, in the microarray study. *Htra1b* showed a similar trend of higher expression in the high ω6 fed fish (*p* = 0.07) in the qPCR analysis, and a similar fold-change (i.e., high ω6/high ω3) in the microarray and qPCR studies (Table 3). Further, hepatic *htra1b* was positively correlated with ΣSFA, 22:6ω3 and ST, and negatively with ΣMUFA, 20:3ω3 and TAG in the liver, while, in the muscle, it showed positive and negative correlations with ω6:ω3 and 18:4ω3, respectively. The transcript *htra1a* was positively correlated with 20:2ω6 and ω6:ω3, and negatively with ω3 PUFA (i.e., 20:5ω3 and Σω3) in the liver, and showed positive correlation with 20:2ω6 in the muscle. Serine protease HTRA1 function was linked to cell growth and apoptosis, as well as immune and inflammatory responses (by inhibiting the TGF-beta pathway) in mammalian tissues (e.g., eye, bone and liver) [78,79,80,81]. It was previously shown that dietary FM replacement with terrestrial plant alternatives induced higher hepatic *htra1* transcript expression in Atlantic salmon [82]. Conversely, replacing both dietary FM and FO by terrestrial plant alternatives down-regulated the transcription of *htra1a* and *htra1b* in Atlantic salmon liver [40]. Discrepancies between Caballero-Solares et al. [40] and the present study extend to the FA–transcript correlation analyses; while, in the present study, the transcript expression of *htra1* paralogues correlated positively and negatively with tissue ω6 and ω3 FA levels, respectively, the opposite tendency was observed in Caballero-Solares et al. [40]. However, unlike the previous studies [40,82], our study tested different mixes of vegetable oils while keeping FM/FO inclusion levels equal across diets. Therefore, although the studies cannot be directly compared, such discrepancies suggest that the regulation of HTRA1-mediated processes in the liver of Atlantic salmon depends on the combination of protein and lipid sources included in the diet. Finally the negative correlation observed between *htra1b* and growth parameters (i.e., WG and CF) in the current study (Figure 2) is interesting, as mammalian HTRA1 was negatively linked to skeletal muscle development and bone formation [80,83,84].

The immune related microarray features *lect2a* and *itgb5* were down-regulated in the high ω6 compared to the high ω3 fed fish, and an agreement was observed in the direction of expression fold-change between the microarray and qPCR studies. LECT2 is a multifunctional protein that plays a role in cell growth, neutrophil chemotactic activity, and innate immune response against pathogens in fish [85,86,87,88]. LECT2 also functions as a hepatokine that modulates the inflammatory response in mammals [89,90]. Earlier microarray studies reported down-regulation of hepatic *lect2* in Atlantic salmon fed terrestrial as compared with marine diets [29,40]. This may indicate that pro-inflammatory plant-based diets suppress the constitutive transcript expression of hepatic *lect2*. The observed negative correlation between both paralogues of *lect2* and VSI suggests that *lect2* suppression is related to higher lipid deposition. However, the interaction between fat deposition and immune response is very complex, and requires further investigation in fish [90,91]. Additionally, we showed a positive correlation between the transcript expression of both paralogues of *lect2* and liver sterol content. Interestingly, a previous study reported down-regulation of hepatic *lect2* in Atlantic salmon fed a cholesterol-supplemented diet as compared with a non-supplemented plant-based diet, and this coincided with reduced plasma phytosterols (i.e., sitosterol and campesterol) [92]. Although dietary sterol levels were not significantly different in our study, liver sterol concentration did vary among treatments [26]. Clearly, more studies are required in order to elucidate the impact of dietary and tissue cholesterol and phytosterols on the constitutive transcript expression of *lect2* in fish. Finally, the correlations observed in our study between *itgb5* and liver FA are in line with the notion that FA can regulate the mRNA and protein levels of integrins and other adhesion proteins in leukocytes and endothelial cells [93,94]. Interestingly, European seabass (*Dicentrarchus labrax*) fed a plant-based diet showed a down-regulation in hepatic *Integrin beta-2* compared to those fed a marine diet [95], while a reduction in the ω6:ω3 ratio of human lung cancer cells resulted in a delayed adhesion, and down-regulation of *integrin-α2* [96]. Taken together, these data suggest that the transcript expression of integrins may be impacted by dietary or tissue ω6:ω3.

Similar to *lect2a* and *itgb5*, the transcripts *p43*, *eif2a*, and *eif4b1* were down-regulated in the high ω6 fed fish in the microarray experiment, and they showed an agreement in the direction of dietary modulation with the qPCR study. The transcript expression of *p43*, *eif2a*, and *eif4b2* was negatively correlated with 18:2ω6, and both *p43* and *eif2a* were positively correlated with liver Σω3. Further, *eif2a* expression was positively correlated with 18:3ω3 and Σω3, and negatively correlated with 18:2ω6, 20:2ω6, Σω6 and ω6:ω3 in the muscle. The protein p43 is associated with a multi-tRNA synthetase complex, and regulates tRNA channeling in mammals [97]. In addition, p43 also encodes an apoptosis-induced cytokine, which regulates inflammation, wound healing, and angiogenesis [98,99,100]. Phosphorylation of the protein eIF4B was shown to stimulate translation in zebrafish [101,102] and yeast [103]. However, phosphorylation of eIF2A repressed translation in response to accumulation of misfolded proteins in the ER of several fish species [104,105,106]. Thus, changes in the expression patterns of *p43*, *eif2a* and *eif4b*, and the correlations observed with tissue lipid composition, suggest that some aspects of protein synthesis were influenced by dietary and tissue ω6:ω3. Previous mammalian studies demonstrated that translation is inhibited in apoptotic cells, and this was correlated with enhanced cleavage of the eukaryotic translation initiation factors eIF4B, eIF2, and others [107,108]. Thus, the fact that the high ω6 fed fish showed up-regulation of *htra1b* (Table 2) may suggest that apoptosis was associated with the observed modulation of translation-related transcripts (Table 2), and their correlations with tissue FA (Figure 1 and Figure 2). However, as our microarray study did not identify other well-known apoptosis biomarkers (e.g., genes encoding caspases and Bcl-2 family members), this can only be postulated. Further, the stimulatory effects of ω3 PUFA on protein synthesis [109] could be another potential mechanism explaining the positive correlations observed between *p43*, *eif2a*, and liver ω3 FA. Research examining the impact of replacing FO/FM with plant-based diets on protein synthesis in salmonids has been contradictory. Some authors showed an induction [82], while others showed a suppression [110] of these and other translation-related transcripts. Indeed, protein synthesis regulation in fish is a dynamic process, and is influenced by dietary formulations, genetic [50] and abiotic factors, protein requirement, growth, and the tissues examined [111,112].

## 5. Conclusions

Our 44 K microarray study demonstrated that high ω6 and high ω3 plant-based diets with varying ratios of ω6:ω3 (i.e., 2.7 and 0.4, respectively) resulted in a relatively low number of differentially expressed transcripts in salmon liver. However, the identified transcripts and/or their functional annotations suggested important roles in lipid metabolism (*helz2a*), cell proliferation (*htra1b*), immune and inflammatory response (*lect2a*, *itgb5*, *helz2a*, *p43*), control of muscle and neuronal cell development (*mef2d*), and translation (*eif2a*, *eif4b1*, *p43*). 

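SAM, RP and limma were tested on simulated arrays, in which each probe had its own spread between fish (an SD of at most 1.0). In these arrays, 200 probes were changed by a log2 difference between 1 and 4. With 4, 6 and 8 fish per diet, limma called 61.0%, 85.5% and 91.0% of the changed probes. SAM called 58.5%, 87.0% and 90.5%, and RP called 71.0%, 88.0% and 90.5%. In the same runs, limma also called 14, 21 and 13 probes that had not been changed, SAM called 8, 21 and 14, and RP called 45, 91 and 151. In simulated arrays with no change, RP called 12, 55 and 121 probes, and SAM called 0, 1 and 0. Among the Table 2 probes on 2 slides, however, the pooled SD between fish ranged from 0.41 (p43) to 1.87 (mtco2), beyond the simulated limit. Other splits of the real arrays on 4 slides gave a median of 0 SAM and 103 RP calls, but up to 980 and 1176. The simulated arrays thus lack part of the variation between real arrays. The shares of changed probes called may therefore be too high for these fish. The paper reports relatively few differentially expressed transcripts between the high ω6 and high ω3 fish, and describes the changes in the liver transcriptome as small. It proposes that the small changes are partly because diet did not significantly affect growth and somatic indices.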

Two paralogues of *helz2* were down-regulated in the high ω6 compared to the high ω3 fed fish in the qPCR study. Significant positive correlations were observed between the hepatic transcript expression of *helz2b* and ω3 PUFA, while negative correlations were identified with ω6 PUFA and ω6:ω3, in both the liver and muscle tissues. This indicated that the PPARα activation-related transcript *helz2* is a potential novel molecular biomarker of tissue variation in ω6:ω3. Given these data and the importance of *helz2* as an ancestral vertebrate interferon stimulated gene, future studies should investigate the dietary ω6:ω3 impact on Atlantic salmon anti-viral response. The transcript *mef2d* was suppressed in the high ω6 compared to the balanced fed fish, and was negatively correlated with ω6:ω3 in both tissues. Our microarray study revealed that the upregulation of hepatic *htra1b* concurred with the suppression of immune- and inflammatory-related transcripts (i.e., *lect2a*, *p43*, *helz2a*, *helz2b*, and *itgb5*). This supported the idea proposed by other researchers [40,82] of a link between the dietary modulation of *htra1* and that of immune-related transcripts. 

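Across the 16 fish, the log2 ratio of htra1b was compared with that of 4 immune-related probes of the microarray, in a family of 4 correlations with Benjamini-Hochberg adjustment. With helz2a, Pearson's r was −0.57 (permutation test, p = 0.0266, adjusted p = 0.106, 14 fish) and Spearman's rho was −0.45 (permutation test, p = 0.105). After values were centred on the mean of each slide, r was −0.66 (permutation test, adjusted p = 0.0391), and after centring on the mean of each diet it was −0.61 (permutation test, adjusted p = 0.0527). Without the 2 fish farthest from the median of htra1b, r was −0.37 (permutation test, p = 0.255) and rho was −0.38 (permutation test, p = 0.221). Without background correction, r of helz2a was −0.41 (permutation test, adjusted p = 0.600), and on the deposited table it was −0.37 (permutation test, adjusted p = 0.519), where the strongest of the 4 correlations was that of itgb5 (r −0.52, permutation test, p = 0.0731, adjusted p = 0.292). For lect2a (13 fish), p43 (16 fish) and itgb5 (15 fish), r was −0.04, −0.06 and −0.18, and rho was −0.15, −0.18 and −0.23. None of these 3 was larger than chance allows (permutation test, p = 0.888, 0.837 and 0.506 for r, and p = 0.631, 0.505 and 0.405 for rho, adjusted p = 0.888 for each r). Centred on slides, r of the 3 probes was −0.20, −0.04 and −0.15, and without the 2 fish it was 0.0041, −0.17 and −0.53. On the 12 fish of slides 11503 to 11505, r was −0.60 for helz2a (permutation test, adjusted p = 0.196).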

Finally, the transcripts *p43*, *eif2a*, and *eif4b1* were significantly down-regulated in the high ω6 compared to the high ω3 fed fish in the microarray, and showed an agreement in the direction of expression fold-change between the microarray and qPCR studies. These data, along with the significant correlations observed between *p43*, *eif2a* and *eif4b2* expression and tissue PUFA, suggested that the molecular regulation of protein synthesis in the liver may have been impacted by dietary ω6:ω3.

## Figures and Tables

**Figure 1:**
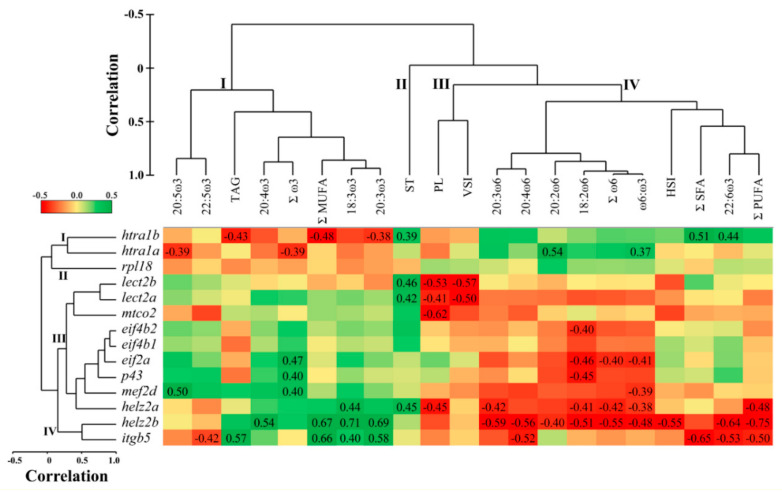
Pearson correlation matrix and hierarchical clustering of liver transcript expression (qPCR relative quantity values (RQ)), liver lipid composition, and somatic indices in Atlantic salmon fed diets with varying ω6 to ω3 fatty acid ratios. Correlation coefficients were described when correlations were statistically significant (*p* < 0.05). Red signifies negative and green signifies positive relationships. ΣSFA, ΣMUFA, and ΣPUFA represents total saturated, monounsaturated and polyunsaturated fatty acids, respectively. 20:5ω3, 22:6ω3, and 20:4ω6 represent EPA, DHA, and ARA, respectively. TAG, ST and PL represent triacylglycerols, sterols, and phospholipids, respectively. HSI and VSI represent hepatosomatic and viscerosomatic indices, respectively.

**Figure 2:**
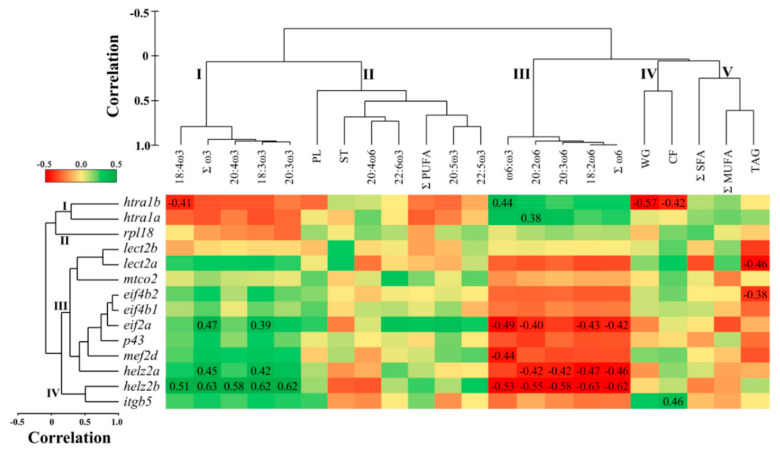
Pearson correlation matrix and hierarchical clustering of liver transcript expression (qPCR relative quantity values (RQ)), muscle lipid composition, and growth in Atlantic salmon fed diets with varying ω6 to ω3 fatty acid ratios. Correlation coefficients were described when correlations were statistically significant (*p* < 0.05). Red signifies negative and green signifies positive relationships. ΣSFA, ΣMUFA, and ΣPUFA represent total saturated, monounsaturated and polyunsaturated fatty acids, respectively. 20:5ω3, 22:6ω3, and 20:4ω6 represent EPA, DHA, and ARA, respectively. TAG, ST and PL represent triacylglycerols, sterols, and phospholipids, respectively. WG and CF represent weight gain and condition factor, respectively.

**Figure 3:**
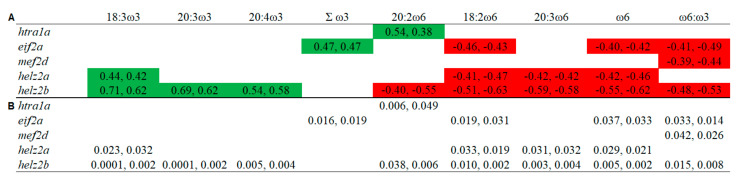
Overlapping Pearson correlations between the liver and muscle analyses. Liver transcript expression (qPCR relative quantity values (RQ)) of GOIs was correlated with liver and muscle lipid composition in Atlantic salmon fed diets with varying ω6 to ω3 fatty acid ratios. Statistically significant (*p* < 0.05) correlations are shown. Green and red cells signify positive and negative relationships, respectively. Upper panel shows correlation coefficients (**A**), and lower panel depicts *p*-values (**B**). Commas separated values from the liver and muscle analyses, respectively (**A**,**B**).

**Table 1:** qPCR primers.

Gene Name (Symbol) ^a^	Nucleotide Sequence (5′-3′) ^b^	Amplification Efficiency (%)	Amplicon Size (bp)	GenBank Accession Number
Serine protease HTRA1 a (*htra1a*) ^c^	F:GCTGATGTGGTGGAGGAGAT	113.3	127	NM001141717
	R:TCAAGCCGTCCTCTGACAC	-	-	-
Serine protease HTRA1 b (*htra1b*) ^c^	F:ATGATGACTCTCACACCAATGC	95.4	104	EG831192
	R:GTTTTTGGGATGACCTCGATT	-	-	-
Aminoacyl tRNA synthase complex-interacting multifunctional protein 1 (*p43*)	F:GGAAGACGAATGCAGAGGAC	97.2	82.0	BT044000
	R:GGAGCGGTCATTCACACTTT	-	-	-
Eukaryotic translation initiation factor 2A (*eif2a*)	F:TAAACCCAGATGCCCTTGAG	94.9	143	NM001140088
	R:GGCTTTCAGCTCGTCGATAG	-	-	-
Eukaryotic translation initiation factor 4B 1 (*eif4b1*)	F:CGCAGGGACCGGGATGAT	85.3	123	BT072661
	R:TCGGTCCTC5CTGTCCGC	-	-	-
Eukaryotic translation initiation factor 4B 2 (*eif4b2*)	F:CACATCCAGGAAGTACCTCT	87.4	94.0	DY739566
	R:TCGTCCTCCTTACCGCTGA	-	-	-
Cytochrome c oxidase subunit 2 (*mtco2*) ^d^	F:CACCGATTACGAAGACTTAGGC	107.9	136	DW554935
	R:TGAAACTAGGACCCGGATTG	-	-	-
Leukocyte cell-derived chemotaxin 2 precursor a (*lect2a*) ^c^	F:CAGATGGGGACAAGGACACT	94.6	150	BT059281
	R:GCCTTCTTCGGGTCTGTGTA	-	-	-
Leukocyte cell-derived chemotaxin 2 precursor b (*lect2b*) ^c^	F:ACAACTGGGGACAAGGACAG	84.8	125	DV106130
	R:CACTTTGCCGTTGAGTTTCA	-	-	-
60S ribosomal protein L18 (*rpl18*)	F:AGTTCCACGACTCGAAGATC	93.8	143	DW535031
	R:TTTTATTGTGCCGCACAAGGT	-	-	-
Myocyte-specific enhancer factor 2D (*mef2d*)	F:GCAGCAACATCAACAACAGC	89.5	160	XM014177143
	R:CTCATCTCTACCCAAGAGGA	-	-	-
Helicase with zinc finger domain 2 a (*helz2a*, alias *pric285a*) ^e^	F:GCAAGGTTGGGTATGAGGAA	91.3	149	BT072427
	R:TTCGGAGTTGCTCCAGTCTT	-	-	-
Helicase with zinc finger domain 2 b (*helz2b*, alias *pric285b*) ^e^	F:AGACGTAGTGGTTCGGATCG	82.0	145	EG928625
	R:GACCGTGATTTCGTCCAGTT	-	-	-
Integrin beta-5-like (*itgb5*) ^f^	F:CCTGCCAGCGGCTATGCAA	94.1	147	DW540995/ XM014165323
	R:AGGACTGACATGCCGTTGG	-	-	
Elongation factor 1 alpha-2 (*eef1α-2*) ^g^	F:GCACAGTAACACCGAAACGA	86.4	132	BG933853
	R:ATGCCTCCGCACTTGTAGAT	-	-	-
60S ribosomal protein 32 (*rpl32*) ^g^	F:AGGCGGTTTAAGGGTCAGAT	96.1	119	BT043656
	R:TCGAGCTCCTTGATGTTGTG	-	-	-

^a^ Bolded gene symbols refer to microarray-identified transcripts. ^b^ F is forward and R is reverse primer. ^c^ Primers that were previously published in Caballero-Solares et al. [40]. ^d^ The *Salmo salar* sequence of *mtco2* used in the qPCR assay showed 87% identity with the 60 mer microarray probe (C060R108) affiliated with rainbow trout (*Oncorhynchus mykiss*). ^e^ Primers that were previously published in Caballero-Solares et al. [15] (annotated as VHSV-induced protein in that study). Alias *pric285* stands for peroxisomal proliferator-activated receptor A interacting complex 285. ^f^ The Atlantic salmon sequences of *itgb5* used in the qPCR assay showed 86% identity with the 60mer microarray probe (C002R106) affiliated with rainbow trout. Primers were designed based on common regions between DW540995 and XM014165323. ^g^ Primers that were previously published in Katan et al. [26].

**Table 2:** Microarray-identified transcripts that were significantly differentially expressed in the liver of salmon fed high ω6 compared to high ω3 diet.

Probe ID ^a^	BLASTx Identification ^b^				Gene Ontology (GO) of Putative Human Orthologues ^d^	Fold-Change ^e^
	Best Named BLASTx Hit (Species) ^c^	Accession No.	E-Value	% ID (AA)		
C187R103	Lipoma HMGIC fusion partner-like 4 protein (*lhpl4*) (*Salmo salar*)	NP_001140142	0	272/272 (100%)	BP: regulation of inhibitory synapse assembly, gamma-aminobutyric acid receptor clustering. MF: protein binding, GABA receptor binding. CC: inhibitory synapse, postsynaptic membrane, cell projection, plasma membrane, cell junction.	4.78
C231R170	Serine protease HTRA1 (*htra1b*) (*Salvelinus alpinus*)	XP_023864611	4e−171	248/256 (97%)	BP: proteolysis, extracellular matrix disassembly, negative regulation of transforming growth factor beta receptor signaling pathway, negative regulation of defense response to virus, positive regulation of epithelial cell proliferation. MF: serine-type endopeptidase and peptidase activity, insulin-like growth factor binding, hydrolase activity. CC: collagen-containing extracellular matrix, extracellular space, plasma membrane, cytoplasm.	3.57
C103R052	Aminoacyl tRNA synthase complex-interacting multifunctional protein 1 (*p43*) (*Salmo trutta*)	XP_029622221	0	321/326 (98%)	BP: inflammatory response, apoptotic process, response to wounding, tRNA aminoacylation for protein translation, defense response to virus, leukocyte migration, angiogenesis, chemotaxis, positive regulation of glucagon secretion. MF: RNA binding, tRNA binding, protein binding, cytokine activity, protein homodimerization activity. CC: aminoacyl-tRNA synthetase multienzyme complex, nucleus, cytosol, endoplasmic reticulum, extracellular region.	−2.79
C067R040	Eukaryotic translation initiation factor 2A (*eif2a*) (*Salmo salar*)	NP_001133560	0	576/576 (100%)	BP: translational initiation, ribosome assembly, protein phosphorylation, SREBP signaling pathway, response to amino acid starvation. MF: translation initiation factor activity, cadherin binding, ribosome binding, tRNA binding, protein binding. CC: blood microparticle, extracellular space, cytosolic small ribosomal subunit.	−3.13
C253R093	Eukaryotic translation initiation factor 4B (*eif4b1*) (*Salvelinus alpinus*)	XP_023852969	6e−11	37/40 (93%)	BP: translational initiation, eukaryotic translation initiation factor 4F complex assembly. MF: RNA binding, protein binding, translation initiation factor activity, RNA strand annealing activity. CC: polysome, cytosol, eukaryotic translation initiation factor 4F complex.	−3.23
C060R108	Cytochrome c oxidase subunit 2 (*mtco2*) (*Oncorhynchus masou masou*)	ASB29545	7e−74	115/182 (63%)	BP: electron transport chain, oxidation-reduction process. MF: cytochrome-c oxidase activity, copper ion binding, metal ion binding, oxidoreductase activity. CC: membrane, respirasome, mitochondrion.	−3.27
C159R112	Leukocyte cell-derived chemotaxin 2 precursor (*lect2a*) (*Salmo salar*)	ACI67916	6e−102	155/156 (99%)	BP: chemotaxis, skeletal system development. MF: protein binding, metal ion binding. CC: cytoplasm, extracellular space.	−3.48
C152R057	60S ribosomal protein L18 (*rpl18*) (*Salmo trutta*)	XP_029599741	3e−122	172/173 (99%)	BP: translation, viral transcription, SRP-dependent cotranslational protein targeting to membrane. MF: structural constituent of ribosome, protein binding, RNA binding. CC: ribosome, cytosolic large ribosomal subunit, cytosol.	−4.37
C133R018	Myocyte-specific enhancer factor 2D (*mef2d*) (*Oncorhynchus mykiss*)	XP_021427816	3e−70	193/193 (100%)	BP: positive regulation of vascular smooth muscle cell proliferation, muscle organ development, skeletal muscle and neuronal cell differentiation, apoptotic process, positive regulation of transcription by RNA polymerase II, adult heart development, nervous system development. MF: DNA-binding transcription factor activity, RNA polymerase II-specific, protein binding, histone deacetylase binding, protein heterodimerization activity. CC: nucleus, nuclear chromatin, intracellular membrane-bounded organelle, nucleoplasm.	−4.54
C065R088	Helicase with zinc finger domain 2 (*helz2a* alias, *pric285a*) (*Salmo trutta*)	XP_029548942	0	694/714 (97%)	BP: regulation of lipid metabolic process, positive regulation of transcription by RNA polymerase II, nuclear-transcribed mRNA catabolic process, nonsense-mediated decay. MF: nuclear receptor transcription activity, helicase activity, ribonuclease activity, hydrolase activity, RNA binding, ATP binding, protein binding, metal ion binding. CC: nucleus, membrane, nucleoplasm.	−4.71
C002R106 *	Integrin beta-5-like (*itgb5*) (*Oncorhynchus mykiss*)	XP_021453113	0	283/315 (90%)	BP: cell adhesion mediated by integrin, integrin-mediated signaling pathway, muscle contraction, antigen processing and presentation of exogenous peptide antigen via MHC class I, TAP-dependent, viral process, transforming growth factor beta receptor signaling pathway. MF: protein binding, signaling receptor activity, virus receptor activity. CC: cell surface, extracellular exosome, phagocytic vesicle, plasma membrane, integrin complex.	−5.12
C188R069	Cytochrome c oxidase subunit 1 (*mtco1*) (*Oncorhynchus tshawytscha*) *	NP_148940	0	410/437 (94%)	BP: oxidation-reduction process, oxidative phosphorylation, electron transport chain, aerobic respiration. MF: oxidoreductase activity, cytochrome-c oxidase activity, heme binding, metal ion binding. CC: mitochondrial inner membrane, respiratory chain complex IV, respirasome.	−7.11

^a^ Refers to the identity of the probe on the 44 K array. Probes that are shown in bold font are features that were identified by SAM (FDR < 10%), and the remaining features were identified by RP analysis (PFP < 10%). The probe with an asterisk represents a feature that was identified in both SAM and RP analysis. Two 4 × 44 K array slides (slides # 11,504–11,505; representing 4 fish per treatment) were used in the RP analysis. However, the RP-identified *mef2d* was obtained using 3 slides (slides # 11,503–11,505; representing 6 fish per treatment). SAM-identified features were obtained using three slides (slides # 11,503–11,505). ^b^ Genes were identified by BLASTx, using the contig from which the microarray probe was designed against the NCBI non-redundant database. The best BLASTx hit with E-value < 10^−5^ and an informative protein name was used, and presented with species name, GenBank accession number, E-value and % amino acid (AA) identity. ^c^ All microarray-identified genes, with the exception of *lhpl4* and *mtco1*, were quantified by qPCR (see Materials and Methods). ^d^ Gene Ontology (GO) terms were selected from putative *Homo sapiens* orthologues (i.e., best BLASTx hit). Representative GO terms were identified (i.e., redundancies were not included), and divided into the categories: biological process (BP), molecular function (MF) and cellular component (CC). ^e^ Fold-change values between the 2 dietary treatments (high ω6/high ω3) for each of the significant microarray features. Down-regulated transcripts are shown with negative values (−(1/fold-change)) The SAM- and RP-identified *itgb5* showed fold-changes of −5.12 and −5.25, respectively.

**Table 3:** Hepatic qPCR analysis of microarray-identified transcripts, and comparison between the microarray and qPCR results.

Microarray Probe ^a^	Transcript Name	qPCR RQ Values ^b^			*p*-Value (qPCR) ^c^	Fold-Change ^d^	
		High ω3	Balanced	High ω6		Microarray	qPCR
N/A	*htra1a*	2.2 ± 0.41	1.9 ± 0.29	3.0 ± 0.65	0.25	N/A	1.34
C231R170	*htra1b*	6.0 ± 2.14	10.7 ± 3.56	22.4 ± 7.43	0.07	3.57	3.75
C103R052	*p43*	3.4 ± 0.66	2.9 ± 0.41	2.2 ± 0.47	0.24	−2.79	−1.59
C067R040	*eif2a*	5.2 ± 0.40	5.3 ± 0.74	3.5 ± 0.92	0.19	−3.13	−1.47
C253R093	*eif4b1*	8.8 ± 1.78	6.7 ± 1.43	5.5 ± 1.53	0.29	−3.23	−1.59
N/A	*eif4b2*	2.7 ± 0.30	2.7 ± 0.40	2.2 ± 0.30	0.55	N/A	−1.22
C060R108	*mtco2*	1.4 ± 0.10	1.2 ± 0.06	1.4 ± 0.14	0.43	−3.27	1.07
C159R112	*lect2a*	7.6 ± 2.58	4.0 ± 1.20	4.2 ± 0.96	0.38	−3.48	−1.79
N/A	*lect2b*	3.4 ± 0.74	3.7 ± 0.89	3.8 ± 0.61	0.96	N/A	1.12
C152R057	*rpl18*	2.0 ± 0.17	2.1 ± 0.25	2.2 ± 0.16	0.88	−4.37	1.08
C133R018	*mef2d*	1.9 ± 0.10 ^a,b^	2.0 ± 0.11 ^a^	1.5 ± 0.13 ^b^	0.03	−4.54	−1.22
C065R088	*helz2a*	2.3 ± 0.32 ^a^	1.6 ± 0.15 ^a,b^	1.5 ± 0.14 ^b^	0.04	−4.71	**−1.49**
N/A	*helz2b*	2.3 ± 0.21 ^a^	1.4 ± 0.09 ^b^	1.4 ± 0.11 ^b^	0.002	N/A	**−1.61**
C002R106	*itgb5*	2.1 ± 0.23	1.9 ± 0.08	1.6 ± 0.08	0.13	−5.25	−1.34

^a^ Refers to the identity of the probe on the 44 K array. Transcripts with no probe ID are paralogues of microarray-identified transcripts. ^b^ Mean relative quantity (RQ) ± standard error (*n* = 6–8). RQ values were normalized to *elongation factor 1 alpha-2* (*eef1α-2*) and *60S ribosomal protein 32* (*rpl32*), and calibrated to the lowest expressing individual for each gene of interest. Different letters indicate significant differences among treatments (General linear model followed by Tukey pairwise comparison). ^c^ *p*-values obtained in the qPCR study. Differences were considered statistically significant when *p* < 0.05. ^d^ Microarray and qPCR comparison of fold-changes (i.e., high ω6/high ω3). Down-regulated transcripts are negative values (−(1/fold-change)). qPCR fold-changes corresponding to GOI with significant differences between the high ω6 and high ω3 treatments are bolded.

## Data Availability

The data presented in this study are available within the article. The microarray data were submitted to NCBI’s Gene Expression Omnibus (GEO) repository (GSE139418, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139418. If required, any additional data are available on request from the authors.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biology10070578/s1, Table S1: Formulation and nutrient composition (%) of experimental diets fed to Atlantic salmon. This diet information was published in Katan et al. [26]. However, it is included here as this information is pertinent to the current study as well, Table S2: Lipid and FA composition (%) of experimental diets fed to Atlantic salmon. This diet information was published in Katan et al. [26]. However, it is included here as this information is pertinent to the current study as well, Table S3: Paralogues of genes involved in the qPCR, and their identity (%) over the aligned nucleotide regions, Figure S1: Alignment of the nucleotide sequences of *htra1a* (GenBank accession number NM_001141717) and *htra1b* (GenBank accession number EG831192). Conserved regions are highlighted in yellow. Alignments were performed using AlignX (Vector NTI Advance 11). Forward primers are bolded and underlined, whereas reverse primers are bolded without an underline, Figure S2: Alignment of the nucleotide sequences of *eif4b1* (GenBank accession number BT072661) and *eif4b2* (accession number DY739566). Conserved regions are highlighted in yellow. Alignments were performed using AlignX (Vector NTI Advance 11). Forward primers are bolded and underlined, whereas reverse primers are bolded without an underline, Figure S3: Alignment of the nucleotide sequences of *lect2a* (GenBank accession number BT059281) and *lect2b* (GenBank accession number DV106130). Conserved regions are highlighted in yellow. Alignments were performed using AlignX (Vector NTI Advance 11). Forward primers are bolded and underlined, whereas reverse primers are bolded without an underline, Figure S4: Alignment of the nucleotide sequences of *helz2a* (GenBank accession number BT072427) and *helz2b* (GenBank accession number EG928625). Conserved regions are highlighted in yellow. Alignments were performed using AlignX (Vector NTI Advance 11). Forward primers are bolded and underlined, whereas reverse primers are bolded without an underline.

How the deposited data were processed for this re-analysis (not part of the article)

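Gene expression was measured in the liver of 16 Atlantic salmon, 8 fed the high ω6 diet and 8 fed the high ω3 diet, with salmonid oligonucleotide arrays in a common reference design. Each of 4 slides held 4 arrays, 2 fish per diet, and each of 8 tanks gave 2 fish. All 16 samples could be assigned to a diet and a fish number from their labels, and to a tank and a slide from the names of their deposited files. The qPCR, growth and lipid measurements of the paper are not analysed here.

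The authors scanned the slides and quantified the spots, and the deposited scanner output gives for each of 43689 spots the intensity of the signal and of the local background in Cy5 (the fish) and Cy3 (the reference pool), with flags for empty, poor and manually rejected spots. Background had not been subtracted in these intensity values. The authors also deposited a table of log2 ratios of Cy5 over Cy3, from which they had removed flagged spots and which they had loess-normalized within each array. In that deposited log2 table, missing values are empty, and it was used as an alternative source of values.

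For the main setting, flagged spots were set to missing, median signals were corrected for background with normexp (offset 50), and log2 ratios were loess-normalized within each array in limma. Probes unflagged on at least 12 of 16 arrays were kept, which left 25061. Unflagged spots per array ranged from 21202 to 41311 (median 30948), and the share of spots with a Cy5 signal of more than 2 times the local background ranged from 43.7% to 89.4%. The number of arrays limits the precision of each difference.

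The diets were compared on slides 11504 and 11505 (4 fish per diet), on slides 11503 to 11505 (6 fish per diet) and on all 4 slides (8 fish per diet). SAM, with a fudge factor chosen as in siggenes, and RP, over all pairs of arrays of different diets, were written in Python with 100 permutations each, because siggenes and RankProd were not available. Missing values were imputed from the 10 nearest probes for SAM and RP only. Probes were called at an FDR, a PFP or a Benjamini-Hochberg adjusted p of 0.10 or less. The limma model held diet alone and gave standard errors and adjusted p. Single probes were compared with exact two-sided permutation tests of the diet labels. These tests permuted single fish and did not take into account that the 2 fish of a tank are not independent. The Table 2 probes were also tested in fish that had not been used to select them, with a one-sided exact permutation test of their mean difference in the direction of Table 2. Slides were compared with the F test of limma with diet in the model, and local backgrounds with an exact permutation test over arrays. Correlations were tested with 100000 permutations. For backgrounds, correlations and fish not used for selection, the side of 0.05 was compared between alternatives. The 12 probes of Table 2 were always named, and of other called probes at most the 2 with the largest rise and the 2 with the largest fall among those changed in the same direction on every slide analysed.

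SAM, RP and limma were tested on simulated data in which 200 of 25061 probes were changed, and on simulated data without change. The alternatives were no background correction, median centring of each array in place of loess, presence on all 16 arrays, no filter on flags, the deposited table, slide taken into account, a threshold of 0.05, probes without missing values, a fudge factor of 0, each fish left out in turn, fish number or tank as a block, and the mean of the fish of each tank. Background subtraction, the mean signal of a spot, saturated spots kept, the probes of the deposited table, 1000 permutations and 20 other draws of the permutations were added after the data had been seen, as were leaving out 1 fish and keeping flagged spots in the comparison of fish not used for selection, and the mean background of slide 11503.

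Calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and in R 4.3.3 with limma 3.58.1. Figures were drawn with matplotlib 3.10.9. Gene symbols were taken from Table 2, since the files do not pair probes with genes.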

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

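The comparison of the slides and its alternatives were planned, while the other tests in this part, including the counts of other splits of the arrays, were chosen only after the result was seen.

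The array of high ω6 fish 4, on slide 11503, lies far from the others. The SD of its log2 ratios was 1.35, compared with 0.58 to 0.68 on the other 7 arrays of its diet. On this array, 762 of 7961 probes were at least 3 log2 units from the median of the other 15 arrays, compared with 1 to 23 probes on each other array, and it made up 75.2% of the first principal component. The pool in the Cy3 channel holds RNA of every fish, so RNA that is abundant in 1 fish should lower the ratios of the other arrays. The 237 probes raised on this array had a median log2 ratio of −1.35 on the other 15 arrays. The median predicted for them from a pool of 16 was −0.86, so they were lowered by more than the pool alone predicts. For the 44 probes with a log2 ratio of 3 or more on this array, the median on the other 15 arrays was −1.37. This choice of probes does not involve the other arrays, and 1.63% of all probes lie below −1.37. These lowered ratios argue against a fault of that hybridization, which the other arrays would not show, although the pool alone does not explain their size. Its log2 ratios had a median r of −0.19 with those of the other arrays (0.14 to 0.36 for each of the others), which swapped dyes would also give. With the sign of its log2 ratios turned, however, 625 probes were still at least 3 log2 units from the median of the others, which argues against swapped dyes as the whole cause. Of the variance on this array, 3.01% lay between 100 areas of the array, within the 1.29% to 6.12% of the other arrays apart from that of high ω6 fish 1, which argues against uneven hybridization. The 525 probes lowered on it had a median of −0.039 on the other arrays. The pattern is consistent with a difference in the RNA of that fish. Whether it arose in the living fish, in the dissection of the tissue or in the preparation of the RNA was not tested.

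More spots were marked as poor on the array of high ω6 fish 1 (5030, compared with 1438 to 2299 on the other arrays of its diet) and on that of high ω3 fish 2 (5331, compared with 1260 to 1658). Between 100 areas of the array lay 21.6% of the variance of high ω6 fish 1, higher than on any other array, so uneven hybridization is a candidate explanation there. On the array of high ω3 fish 2 the share was 3.19%, within the range of the other arrays. Flagged spots had been left out of the log2 ratios, so this share cannot show whether the poor spots lie together. Uneven hybridization therefore stays open for that array. No biological explanation was tested for these spots, since the design gives none.

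Single fish stood apart from their diet in some Table 2 probes. On slides 11504 and 11505, high ω6 fish 6 was at −0.15 for lhpl4 (others 0.94 to 1.12), and high ω6 fish 2 was at −2.24 for htra1b (others 0.54 to 0.99) and at −2.34 in the deposited table. In that table, high ω6 fish 3 was at −5.86 for helz2a (others −1.86 to −1.13), and its Cy5 signal of 700 lay close to the local background of 665. On 4 slides, high ω6 fish 4 was at −2.61 for lhpl4 (others −0.15 to 1.12), and high ω6 fish 1 was at −0.21 for lect2a (others −4.15 to −2.83). Over all measures, 9 of 88 groups held such a fish or array, whereas chance alone would give 4.4. No explanation was tested for the single probes.

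On slide 11502, p43 and eif4b1 differed between the diets in the opposite direction to the other 3 slides. The difference on slide 11502 minus that on the other slides was 2.69 for p43 (exact permutation of the slide among the fish of each diet, p = 0.00128, adjusted p = 0.0154 over 12 probes) and 2.97 for eif4b1 (exact permutation, p = 0.00510, adjusted p = 0.0306). For p43, both high ω6 fish of slide 11502 lay above both high ω3 fish, and on the other slides each of 6 lay below each of 6. Over the 4 probes that were selected on the other slides with slide 11503 among them, the mean difference in the direction of Table 2 on slide 11502 was at most −0.67 over the settings tried for background correction, normalization and flags, which argues against the background correction or normalization used here as the cause. Flags matter for mef2d, which differed by 0.06 with 1 high ω3 fish and by −0.56 with the spot of the other one kept. The explanations that stay open are 3, and they cannot be told apart. The first is selection, since these probes were chosen on the other 3 slides, which inflates the contrast, and the 2 fish per diet of slide 11502 cannot give a one-sided exact permutation p under 0.167 in either direction, so whether selection alone accounts for the opposite difference was not decided. The second is the high background of the slide. The Cy5 signal of p43 was 7.10 times the background on both slide 11502 and slide 11503 (median of 4 arrays). On the lowest array, however, it was 2.45 times the background on slide 11502 and 5.35 times on slide 11503. For eif4b1 these lowest values were 4.00 and 8.27, whereas for eif2a they went the other way, with 2.55 and 1.73. The third is the tanks, because the fish of 2 tanks, 24 and 26, lie on slide 11502 and on no other slide. A difference between the diets that holds in some tanks and not in others was not tested.

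Between the 4 slides, slide 11502 included, 294 of 24916 probes (1.18%) differed at an adjusted p of limma of 0.10 or less with diet in the model. Chance can be excluded as the whole cause, since 1 of 100 splits of the arrays gave as many, the real one included, and the highest other split gave 5. With no background correction, 0 probes differed (2804 at an unadjusted p under 0.05, compared with 3729 with it), which suggests that background correction had a part in the difference. Without slide 11502, 0 of 25021 probes differed (1625 at an unadjusted p under 0.05). Slide 11502 and its tanks cannot be told apart, since the same 4 fish carry both. Other tools were not run on this comparison.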

How the results depend on the processing

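The alternatives were set before the data were examined, except background subtraction, spot mean signal, saturated spots kept, the authors' 10264 probes, 1000 permutations, other draws of the permutations, the comparison of slide 11503 with its alternative, and, for the fish not used for selection, no filter on flags, 1 fish left out and the comparison without itgb5, which were chosen after seeing the data. The alternatives that left a call on a different side of the threshold are given below, and the cause was not tested for any of them, apart from the stricter threshold and the filters that test fewer probes.

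On 3 slides, SAM called 1 probe (1042 at an unadjusted p under 0.05). It called 2 with median centring of each array only, 6 on the authors' deposited table and 4 with probes with no missing value only. It called 0 with presence on all 16 arrays, no filter on flags, background subtraction, spot mean signal, values centred on each slide's mean, threshold 0.05, s0 of 0 and 1000 permutations, where between 327 and 1897 probes had an unadjusted p of SAM under 0.05 and limma, where it was run with the same setting, also called 0. When 1 fish was left out, SAM called between 0 and 2 probes, with 1 or more only without high ω6 fish 6, high ω3 fish 1 or high ω3 fish 2. The cause was not tested. With all 4 slides, SAM called 0 probes in each of 30 alternatives (737 at an unadjusted p under 0.05, 85 called by RP and 0 by limma).

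RP called 42 probes on 2 slides, 123 on 3 slides and 85 on 4 slides. In the same order, it called 4, 5 and 4 with no background correction, 25, 75 and 34 with median centring of each array only, 16, 47 and 30 with presence on all 16 arrays, 16, 41 and 15 on the authors' deposited table, 11, 11 and 21 with background subtraction, 19, 70 and 50 with spot mean signal, 8, 50 and 24 with the authors' 10264 probes, and 22, 52 and 45 at threshold 0.05. With no filter on flags it called 50 on 4 slides, and with probes with no missing value only 59 on 3 slides and 30 on 4 slides. Leaving out 1 fish gave 18 to 63 on 2 slides, 14 to 192 on 3 slides and 38 to 104 on 4 slides. The count of 14 was without high ω6 fish 5 and that of 192 without high ω6 fish 4. The cause was not tested. With 20 other draws of the permutations, the counts were 27 to 42, 109 to 120 and 76 to 89. The counts stayed within 1.5 times their main value in 9, 9 and 15 alternatives and did not in 12, 16 and 14.

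The limma model called 0 probes on 2, 3 and 4 slides (1128, 926 and 638 at an unadjusted p under 0.05). It called 1 on 3 slides with median centring of each array only, 1 on 4 slides with spot mean signal, and between 0 and 1 on 2 slides when 1 fish was left out, the 1 probe without high ω6 fish 6. The cause was not tested. In the replicate block, which takes the fish number of the labels as a block, limma called 0, 0 and 0 probes with 1226, 1205 and 1075 at an unadjusted p under 0.05, and 9, 7 and 4 of the 12 Table 2 probes passed when adjusted over the list alone. The fish numbers do not pair the samples by design, although log2 ratios correlated between the fish with the same number across diets (median r 0.31 over 8 pairs, −0.08 over 56 other pairs).

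The differences of single Table 2 probes kept their sign in 223 of 223 combinations of probe and alternative on the slides the paper used. On 4 slides, 10 of 299 reversed, in 3 probes. The difference of htra1b lay between −0.20 and 0.56 when 1 fish was left out, and that of mtco2 between −0.84 and 0.0020. That of helz2a was 0.0164 with no background correction. The cause was not tested. Presence on all 16 arrays left 6 of the 12 probes, and the deposited table held 11, all but rpl18.

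Between slides, 294 probes differed. By the same test of limma it was 0 with no background correction (2804 at an unadjusted p under 0.05), 9866 with median centring of each array only and 0 without slide 11502 (1625 at an unadjusted p under 0.05). It was 221 with presence on all 16 arrays and 311 on the deposited table. The cause was not tested, apart from the background correction. Of the correlations of htra1b, that of helz2a (−0.57, adjusted p = 0.106) was −0.66 with values centred on each slide's mean (permutation test, adjusted p = 0.0391, under 0.05) and −0.61 with values centred on each diet's mean (permutation test, adjusted p = 0.0527, under 0.10 but not 0.05). It was weaker with no background correction (−0.41) and on the deposited table (−0.37). That of lect2a (−0.04) was 0.0514 with values centred on each diet's mean and 0.0041 without the 2 fish farthest from the htra1b median. The background of slide 11502 kept its direction and stayed at p over 0.05 with the mean background per spot. For slide 11503, the difference in Cy5 background of 157 (exact permutation test, p = 0.0451) was 130 with the mean background per spot (p = 0.0560). In fish not used for selection, the mean difference of the 8 probes on 2 slides (−0.30) lay between −0.61 and 0.0407 when 1 fish was left out, above 0 only without high ω3 fish 7, and it was −0.08 without high ω6 fish 4. That of the 8 probes on slide 11503 and of the 4 probes on slide 11502 stayed below 0 in each alternative, although with 2 fish per diet these tests cannot pass 0.05. The cause was not tested.

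Signal over background limits the dim probes. In Cy5, 43.7% to 89.4% of the spots of an array had a signal above 2 times their background, with a mean of 59.2% on slide 11502, 56.2% on slide 11503, 84.9% on slide 11504 and 84.3% on slide 11505.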

Differences from the paper's values

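The alternatives given for each value were set before the data were examined, unless they are said to be chosen after seeing the values. A count is taken to differ when one of the 2 values is more than 1.5 times the other, and a fold change when the values lie more than 1 pooled SD between fish apart on the log2 scale.

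The paper's dataset held 10264 probes, whereas 25061 probes were present on at least 12 of 16 arrays here. Among the alternatives, the authors' deposited table holds the same number (10264), presence on all 16 arrays (7961) is within 1.5 times the paper's value, and no filter on flags (43689) is not.

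The paper names 4 probes called by SAM on 3 slides, whereas SAM called 1 here. It is the same number with probes with no missing value only (4, of which 3 are among those the paper names), and on the authors' deposited table (6, with all of those the paper names among them) it is just within 1.5 times the paper's. It differs with no background correction (1), median centring of each array only (2), presence on all 16 arrays (0), no filter on flags (0), values centred on each slide's mean (0), threshold 0.05 (0), s0 of 0 (0) or 1 fish left out (0 to 2).

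The paper names 8 features called by RP on 2 slides, whereas RP called 42 here. Each of these alternatives differs from the paper's value, namely no background correction (4), median centring of each array only (25), presence on all 16 arrays (16), no filter on flags (28), the authors' deposited table (16), pairs within a slide only (53), threshold 0.05 (22), probes with no missing value only (33) and 1 fish left out (18 to 63). With the authors' 10264 probes, which was chosen after seeing the values, RP called 8, of which 6 are in Table 2. The helz2a probe was not among them, and rpl18 could not be, since it is not one of the 10264 probes.

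The paper attributes 1 feature, mef2d, to RP on 3 slides, without stating whether features found on 2 slides were called there too, whereas RP called 123 here with mef2d among them. Each alternative set beforehand differs, with 5 (no background correction), 75 (median centring of each array only), 47 (presence on all 16 arrays), 105 (no filter on flags), 41 (the authors' deposited table), 128 (pairs within a slide only), 52 (threshold 0.05), 59 (probes with no missing value only) and 14 to 192 (1 fish left out).

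The paper reports 0 features on all 4 slides, and RP called 85 here, with 4 (no background correction), 34 (median centring of each array only), 30 (presence on all 16 arrays), 50 (no filter on flags), 15 (the authors' deposited table), 122 (pairs within a slide only), 45 (threshold 0.05), 30 (probes with no missing value only) and 38 to 104 (1 fish left out) under the alternatives, all of which differ. SAM called 0 on 4 slides (737 at an unadjusted p under 0.05, and limma called 0 with 638).

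Among the genes of Table 2, the paper calls rpl18 and helz2a with RP on 2 slides, which had a PFP of 0.128 and 0.180 here. The authors' deposited table, which has no values for rpl18, calls helz2a, and leaving out high ω3 fish 4 or fish 5 calls rpl18. The paper also calls p43, eif2a and eif4b1 with SAM, which had an FDR of 0.175, 0.219 and 0.219. The deposited table calls all 3, in 15 of 20 other draws of the permutations, and probes with no missing value only calls p43 and eif4b1. The paper gives the high background of slide 11502 as the reason to leave it out. The mean Cy5 background was 279 on slide 11502 and 293 on slide 11503.

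Fold changes were computed for 13 pairs of probe and slides in Table 2, and 0 of the 13 differed from the paper's by more than 1 pooled SD in the main setting. Of 201 fold changes under the alternatives, 7 did. For helz2a (the paper's −4.71, here −2.63), these were −1.28 with no background correction, −2.46 with median centring of each array only, −1.35 with the fish number as a block, and −1.83, −2.43 and −2.36 without high ω6 fish 3, high ω3 fish 2 and high ω3 fish 5. For rpl18 (the paper's −4.37, here −2.30), it was −1.48 without high ω3 fish 1. In the main setting, the median distance was 0.0533 on the log2 scale and the largest 0.93. On the authors' deposited table, which gives 12 of these fold changes and not that of rpl18, they were 0.0339 and 0.26, with −4.81 for helz2a. Both sets of fold changes come from the same fish, so the SD between fish does not measure differences of processing. It is a wide limit, under which the main values of helz2a and rpl18 do not count as differing from the paper's.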

Other observations

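All tests of explanations in this part were chosen only after the result was seen, whereas the counts by SAM, RP and limma were planned.

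RP called 42, 123 and 85 probes on 2, 3 and 4 slides, where limma called 0, with 1128, 926 and 638 probes at an unadjusted p under 0.05, and SAM called 1 on 3 slides and 0 on 4 slides. The probes called by RP had a wider spread within diets than others, and 83.3%, 63.4% and 94.1% of them were among the tenth of probes with the widest spread. On simulated arrays without any change and with the spread of each probe as measured (an SD of at most 1.0), RP called 12, 55 and 121 probes, and with equal spread for all probes it called 0, 0 and 0. On the same arrays with unequal spread, SAM called 0, 1 and 0. Unequal spread between probes is therefore a candidate explanation for part of the RP calls. In other splits of the same arrays, RP called as many in 6 of 35 splits on 2 slides, in 13 of 100 on 3 slides and in 59 of 100 on 4 slides, the real split included, so chance cannot be excluded for these counts. The median of the other splits was 29, 43 and 103 probes.

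SAM called as many probes in 12 of 100 splits on 3 slides as in the real split, the highest other split giving 72, so chance cannot be excluded. On 4 slides, SAM called 0 probes in the real split (737 at an unadjusted p under 0.05, with 85 called by RP and 0 by limma), which all 100 of 100 splits reached. Likewise, the 0 probes of limma were reached by 35 of 35, 100 of 100 and 100 of 100 splits on 2, 3 and 4 slides, so these counts of splits say nothing about limma.

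Fish of tanks 20 and 21 differed from fish of tanks 2 to 8 on slides 11503 to 11505 in many probes. With slide and diet in the model, limma called 158 of 25061 probes, and 3477 had an unadjusted p under 0.05. Among 100 placements of the tank ranges, 3 gave as many at that level, the real one included (median of the others 971, highest 5180). The ranges were noticed in these same data, so this count does not decide whether they arose by chance, which stays open. The 158 probes with slide in the model argue against the slide as the cause. The 312 probes called without the array of high ω6 fish 4 argue against that array as the cause. A difference between tanks may be the cause and remains a hypothesis beside chance. The contrast rests on 4 fish of 2 tanks, and each tank had 1 diet.

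Within diets, mtco1 varied from −3.45 to 2.10 in the high ω6 fish. A tank effect was tested on slides 11503 to 11505 by the gap between the 2 fish of a tank, whose mean was 1.40 over 6 tanks. Among 225 pairings of fish within diets, the exact permutation p was 0.182 (adjusted p = 0.718 over 8 probes). With 6 tanks, a tank effect cannot be told apart from variation between fish. No other explanation was tested.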
